# Transcriptomic changes throughout post-hatch development in *Gallus gallus* pituitary

**DOI:** 10.1530/JME-16-0186

**Published:** 2016-12-03

**Authors:** Elizabeth M Pritchett, Susan J Lamont, Carl J Schmidt

**Keywords:** chicken, pituitary, gene expression, development

## Abstract

The pituitary gland is a neuroendocrine organ that works closely with the hypothalamus to affect multiple processes within the body including the stress response, metabolism, growth and immune function. Relative tissue expression (rEx) is a transcriptome analysis method that compares the genes expressed in a particular tissue to the genes expressed in all other tissues with available data. Using rEx, the aim of this study was to identify genes that are uniquely or more abundantly expressed in the pituitary when compared to all other collected chicken tissues. We applied rEx to define genes enriched in the chicken pituitaries at days 21, 22 and 42 post-hatch. rEx analysis identified 25 genes shared between all time points, 295 genes shared between days 21 and 22 and 407 genes unique to day 42. The 25 genes shared by all time points are involved in morphogenesis and general nervous tissue development. The 295 shared genes between days 21 and 22 are involved in neurogenesis and nervous system development and differentiation. The 407 unique day 42 genes are involved in pituitary development, endocrine system development and other hormonally related gene ontology terms. Overall, rEx analysis indicates a focus on nervous system/tissue development at days 21 and 22. By day 42, in addition to nervous tissue development, there is expression of genes involved in the endocrine system, possibly for maturation and preparation for reproduction. This study defines the transcriptome of the chicken pituitary gland and aids in understanding the expressed genes critical to its function and maturation.

## Introduction

The avian pituitary gland is a neuroendocrine organ that works closely with the hypothalamus to regulate multiple processes within the body including the stress response, reproduction, metabolism, growth and immune function. The hypothalamus receives neuronal and endocrine signals from the brain and body and synthesizes releasing hormones that are sent to the pituitary gland to either inhibit or stimulate the production of several hormones that will directly affect other tissues (i.e. growth hormone (GH)) or stimulate the release of further protein products (i.e. adrenocorticotropic hormone (ACTH)). The posterior pituitary gland, or the neurohypophysis, is composed of nervous tissue and is connected to the hypothalamus via the median eminence. Neurosecretory terminals within the posterior pituitary store and release arginine, vasotocin (AVT) and mesotocin that are synthesized in the supraoptic nucleus and paraventricular nucleus of the hypothalamus, respectively. Releasing hormones synthesized by the hypothalamus are transported to the anterior pituitary gland through the hypophyseal blood portal system and regulate the production and release of various endocrine hormones (ACTH, GH, LH, FSH and TSH). Relative tissue expression analysis (rEx) was used to compare the chicken pituitary gland transcriptome to the transcriptome of all other tissues our laboratory has analyzed in the broiler chicken across three time points: days 21, 22 and 42 post-hatch. Previous work focusing on the morphometric changes of broiler chickens post-hatch identified two distinct growth periods: one from day of hatch through day 14, and one from day 14 to day 42 or typical market age (Schmidt *et al*. 2009). The days discussed fall into the second growth phase. These days were also chosen as part of a larger heat stress study conducted in our laboratory. The pituitary gland is a complex tissue in that it contains many different cell types, and signals are sent through neural endocrine, paracrine and autocrine networks. The messages received by the pituitary gland lead to many changes within the tissue and results in tissue plasticity. The results of this analysis identify the expression levels of genes in the pituitary gland that are either more abundant or are unique to this particular tissue at specific points in development. These data confer a better understanding of the genes and pathways that are critical to the function of the pituitary gland.

## Materials and methods

### Animal housing and tissue collection

Male Ross 708 broiler chickens (*Gallus gallus*) were obtained on the day of hatch from Mountaire Hatchery (Millsboro, DE, USA) and placed in large-colony houses on the University of Delaware farm (Newark, DE, USA). Husbandry and management followed all standards and procedures as approved by the Animal Care and Use Committee (AACUC #(27) 03-12-14R). Standard broiler feed (corn-soy), which met all NRC requirements (National Research Council 1994), and water were supplied, and animals had *ad libitum* access throughout the trial. Birds were humanely killed and the pituitaries were collected on 21, 22 and 42 days post-hatch as part of a larger study. Whole pituitaries were placed into liquid nitrogen and stored at −80°C until further analysis.

### RNA isolation, cDNA synthesis, Rnaseq library preparation and qRT-PCR validation

Total RNA was extracted from whole pituitary glands (8–20 mg depending on age) from individual birds using the Qiagen RNeasy Mini Kit (Germantown, MD, USA). Total RNA quantity was measured using a Qubit Fluorometer, and quality was assessed by fragment analysis. A total of 15 pituitary glands from day 21, 10 from day 22 and 10 from day 42 were used for individual Rnaseq library preparation using the Illumina Stranded RNAseq kit (San Diego, CA, USA). All 35 samples were sequenced at the Delaware Biotechnology Institute (DBI) Sequencing and Genotyping center using the Illumina HiSeq 2500 sequencer. All libraries were sequenced to a depth of 20–30 million reads per library. The reads were aligned to the *Gallus gallus*, ver 4 genome sequence, identified and counted using software packages Bowtie, Tophat and Cufflinks, and expression levels were reported as fragments per kilobase of gene per million mapped reads (FPKM) values for further analysis (Trapnell *et al*. 2009, Langmead & Salzberg 2012). Three biological replicates for each day (day 21, 22 and 42) were used for cDNA synthesis using the SuperScript First-Strand Synthesis System for RT-PCR (Invitrogen). cDNA concentration was determined using the Qubit Fluorometer and diluted to 30 ng/µL for PCR. qRT-PCR was performed using Fast SYBR green master mix (Applied Biosystems) on the Applied Biosystems 7500 Fast Real-Time PCR system for the following genes: glycoprotein alpha subunit (*CGA*), follicle-stimulating hormone beta (*FSHB*), growth hormone (*GH*), proopiomelanocortin (*POMC*), prolactin (*PRL*) and thyroid-stimulating hormone beta (*TSHB*). Each qRT-PCR (Table 1) was performed in triplicate, and analysis was completed using the delta Ct method. All sequencing data generated in the current project have been uploaded in the NCBI Gene Expression Omnibus application and are accessible through GEO series, accession number GSE89297.

**Table 1:** Primer sequences used for qRT-PCR transcriptome validation.

**Gene**	**Forward primer**	**Reverse primer**
*CGA*	5′ GCAACGTGCTGTGTAGCAAAG 3′	5′ TGGTTCTCTATCTTCACATTGCCTT 3′
*FSHB*	5′ CGTACAGGGTAGAGCCAACGA 3′	5′ GGCCCTCAAAAGGCTGAAC 3′
*GH*	5′ GCTTCAAGAAGGATCTGCACAA 3′	5′ GCGCCGGCACTTCATC 3′
*POMC*	5′ GCTACGGCGGCTTCATGA 3′	5′ CGATGACGTTTTTGAACAGA 3′
*PRL*	5′ TTGGGCGGGTTCATTCTG 3′	5′ GGCCGTCCCAGTGAGAGTAA 3′
*TSHB*	5′ TGGCCATCAACACCACCAT 3′	5′ CGTTGCTGTCCCGTGTCA 3′

Primer sequences used in qRT-PCR validation of transcriptomic data comparing expression levels between days 21, 22 and 42. Alpha subunit of glycoproteins (*CGA*), follicle-stimulating hormone, beta (*FSHB*), growth hormone (*GH*), proopiomelanocortin (*POMC*), prolactin (*PRL*) and thyroid-stimulating hormone, beta (*TSHB*).

### Relative tissue expression analysis

The gene expression of the pituitary gland was compared to the expression of other tissues (abdominal fat pad, heart fat pad, breast muscle, cerebellum, heart, liver, duodenum, jejunum, ileum, spleen, retina, pineal and hypothalamus) analyzed by our laboratory following the relative tissue expression (rEx) protocol outlined by Bailey and coworkers (Bailey *et al*. 2009). Each day the expression was analyzed independently, and maximum FPKM values for each gene in the pituitary gland were compared to the median FPKM value of each gene in all other collected tissues with the following calculation:

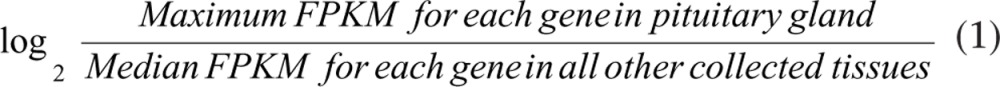

The log_2_ distribution was used to normalize the data and apply a *t*-test. Resulting genes that were greater than two standard deviations from the mean and with a *P* value less than 0.05 were considered enriched in the pituitary gland. The enriched expression of these particular genes is thought to provide the unique functions of the pituitary gland or is critical to the overall function of the pituitary gland at that point in development. The enriched genes were uploaded to AmiGO 2 for gene ontology (GO) term analysis (Carbon *et al*. 2009), PathRings for pathway analysis (Zhu *et al*. 2015) and WebGIVI for text mining and the identification of iTerms (L Sun & CJ Schmidt, unpublished observations).

## Results

Starting gene lists and final enriched genes by day are available in Supplementary Tables 1, 2, 3, 4, 5 and 6 (see section on supplementary data given at the end of this article) (Supplementary Tables 1, 2 and 3; starting gene list for days 21, 22 and 42, respectively; Supplementary Tables 4, 5 and 6; final enriched gene list for days 21, 22 and 42, respectively). 

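RNA of whole pituitary glands from individual male Ross broilers, a chicken line bred for meat, was measured in 15 control birds at day 21, 10 at day 22 and 10 at day 42, with 1 library per bird. For each day the authors deposited 1 table of FPKM, obtained with Bowtie, Tophat and Cufflinks on the Gallus gallus version 4 genome (galGal4), and all positions given here are on that genome. FPKM divides the fragments of a gene by its length and by the mapped reads of the library. Days were therefore compared between separate tables whose only common scale is this division per library. The tables listed 14458 genes at day 21, 14174 at day 22 and 13931 at day 42, and 12373 genes were listed at both day 22 and day 42. The paper states a range of reads sequenced per library, and the mapped reads of each library were not analysed here. From the smallest steps between low values, the depth relative to the deepest library of the same table was 0.651 to 1 at day 21, 0.507 to 1 at day 22 and 0.174 to 1 at day 42, and at days 22 and 42 this span is wider than the range of reads that the paper states. A median of 8213 genes reached 1 FPKM at day 21, 8036 at day 22 and 9038 at day 42. The 10 most abundant genes held a median of 9.25% of all FPKM at day 21, 13.9% at day 22 and 41.2% at day 42.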

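Differences between days were tested with limma on log2(FPKM + 1) for genes with a mean of at least 1 FPKM over the compared libraries. A gene was called higher or lower when its Benjamini-Hochberg adjusted p was under 0.05 and it changed at least 2-fold on this scale, which understates the change of genes with few FPKM. Permutation tests were two-sided with 100000 resamples, except where another number is given. EEF1A1, a translation factor that every cell needs, was listed at 0 in 16 of the 27 libraries of day 42 (control and heat-stressed birds) and at up to 2155 FPKM in the others, so a value of 0 was not taken as absence. Groups with such values are given as a range with the number of libraries listed at 0. The control libraries of day 42 carry numbers below 1100 or between 1400 and 1500, none of which occur at day 21, so among controls a batch that followed these numbers cannot be told apart from the difference between days 21 and 42. Among libraries numbered 1200 to 1400, with 2 heat-stressed birds of day 42 and 2 controls of day 21, each of GH, PRL, CGA, FSHB and POMC was still at least 1931 times higher at day 42. At day 22 only 2 libraries were numbered in that last range. Expression in the other tissues was not analysed here, so which genes count as enriched in the pituitary gland is taken from the paper.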

Figure 1 shows a Venn diagram of the number of enriched pituitary genes shared (intersects) and differing (complement) between time points. A total of 25 enriched pituitary genes were shared between all three time points. 

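In a direct comparison of the 15 glands of day 21 with the 10 of day 22, 7781 genes were tested, of which 2 were higher and 3 lower at day 22. At an unadjusted p under 0.05 there were 827 genes, and no gene had all libraries of one day above all of the other, where chance gives 6.12e-05% of genes. FKBP5 (Entrez 421186, chromosome 26, 62946 to 80350) was 69.0 ± 19.0 FPKM (SD, n = 15) at day 21 and 33.0 ± 7.06 (SD, n = 10) at day 22, a log2 fold change of -1.02 (adjusted p = 0.00394, limma with Benjamini-Hochberg adjustment). The other 4 genes were each listed at 0 in at least 1 library of each day. They were BRF2 (log2 fold change -1.39), CENPP (-1.80), TCOF1 (3.82) and LOC101747398 (1.92), and all 5 genes were chosen after their values were seen. The largest shift under another processing choice was a rise from 5 to 20 genes when no minimum fold change was required.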

Day 21 and day 22 were chosen for collection as part of a larger study and share 295 enriched genes compared to all other tissues. 

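Between the control glands of day 22 and day 42, with 10 libraries each, 8301 genes were tested by limma. Of these, 1064 were higher and 1679 lower at day 42, and 4808 genes had an unadjusted p under 0.05. All libraries of one day lay above all of the other in 1547 genes, where chance gives 0.00108% of genes. The median log2 fold change of all tested genes was -0.15. With each library rescaled to the same FPKM total (TPM) this median moved to -0.77 and the counts to 856 higher and 3747 lower, and with each library rescaled to the median gene to 0.05 and to 1338 higher and 1359 lower. Against day 21, 1118 genes were higher and 1699 lower at day 42, of 8454 tested. These counts moved to 1404 higher and 1396 lower after rescaling to the median gene, and to 949 and 3705 under TPM. On the log2(FPKM + 1) scale, among genes whose groups did not overlap, CGA, POMC, GH and PRL rose most. Next came the neuropeptide gene CARTPT (Entrez 100858488, chromosome Z, 72967896 to 72971395), with 2.53 FPKM at most in day 22 libraries, 7 of which were listed at 0, and 2110.1 ± 889.9 (SD, n = 10) at day 42, a log2 fold change of 10.56 (adjusted p = 3.93e-19). Among the largest falls were those of PLLP, CRYAB, BCAS1 and NINJ2. PLLP (Entrez 415650, chromosome 11, 759087 to 760232) went from 986 ± 327 FPKM to 0.651 at most, with 6 of 10 libraries of day 42 listed at 0 (log2 fold change -9.66, adjusted p = 1.65e-21). CRYAB (Entrez 396089, chromosome 24, 6235427 to 6239346) went from 863 ± 169.6 to 1.64 at most, with 2 of 10 at 0 (-9.25, adjusted p = 1.65e-21). BCAS1 (Entrez 419338, chromosome 20, 12721390 to 12763410) fell from 735 ± 90.8 to 2.22 ± 1.27 (-7.91, adjusted p = 5.12e-20). NINJ2 (Entrez 418151, chromosome 1, 60501935 to 60545972) fell from 250.3 ± 28.0 to between 0.0310 and 5.33 (-7.44, adjusted p = 1.93e-17).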

By day 42, there are 407 enriched genes not shared with day 21 and 22.

**Figure 1:**
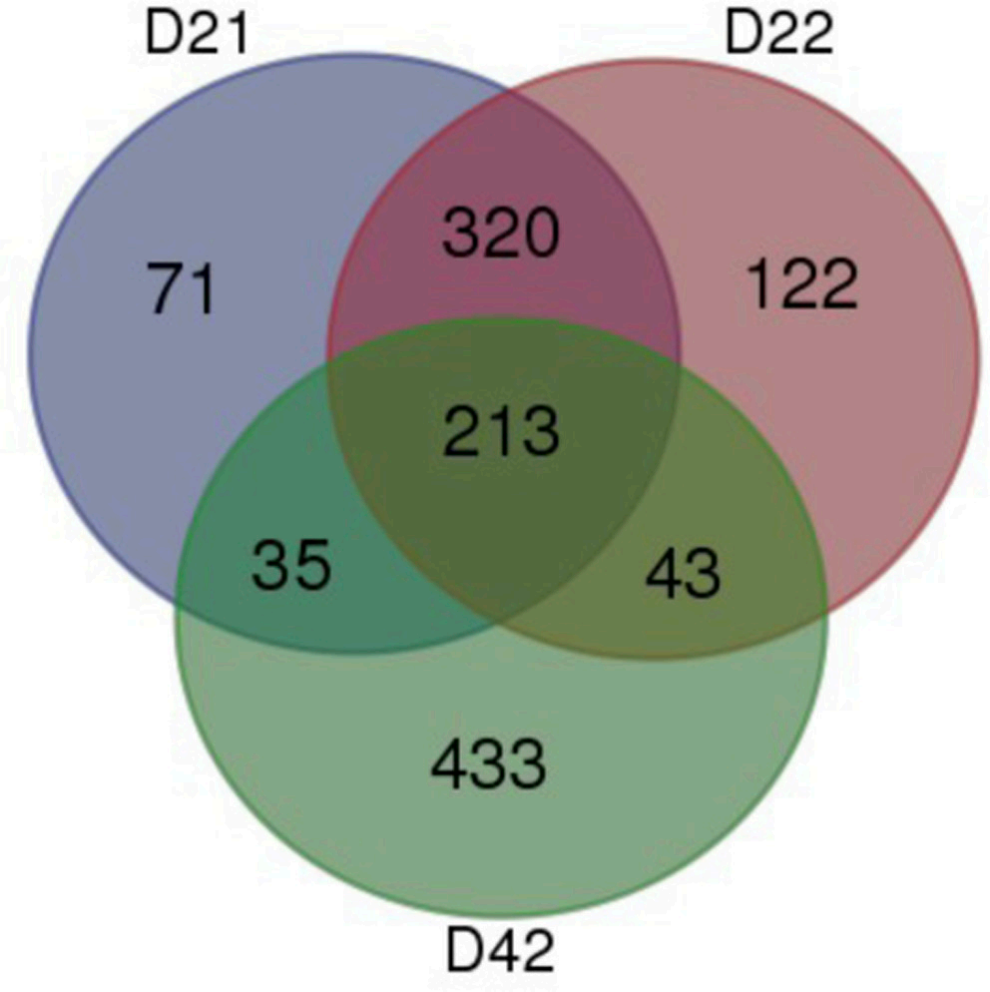
Distribution of enriched genes in the chicken (*Gallus gallus*) pituitary gland by day. Total number of enriched genes after relative tissue expression analysis in the whole pituitary gland at post-hatch days 21, 22, and 42.

### Day 21 and day 22: 295 shared genes

The 295 enriched genes shared between day 21 and day 22 grouped into the following GO terms: structure development (75 genes), neurogenesis (35 genes), neuron differentiation (26 genes) and nervous system development (43 genes). More specific GO terms associated with the 295 shared genes are neuron cell–cell adhesion (4 genes), oligodendrocyte differentiation (8 genes) and regulation of gliogenesis (9 genes). Figure 2 shows PathRings output for 295 shared genes between D21 and D22. Significant pathways and genes are shown in Table 2.

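Of the 50 genes of Table 2, 44 were listed at both day 22 and day 42 and tested. Their median log2 fold change of day 42 over day 22 was -2.48, and 40 were lower and 0 higher at day 42. The same 40 calls resulted when the p-values were adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. All 44 genes had a negative log2 fold change, from -5.97 for SLC6A9 to -0.25 for FZD10, and none of 10000 random lists of genes with similar mean FPKM had a median as low (median of these lists -0.17). ANO4, PDE8B, NRG3 and FZD10 did not pass the threshold. Under TPM ANO4 (-2.08), PDE8B (-1.21) and NRG3 (-1.13) did, and the median moved furthest, to -3.68. Between days 21 and 22, 45 genes of the table were tested, with a median log2 fold change of 0.11 and no gene past the threshold at the adjusted p. Of these, 33 were positive and 12 negative, and the median lay at percentile 99.96 of 10000 random lists.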

**Figure 2:**
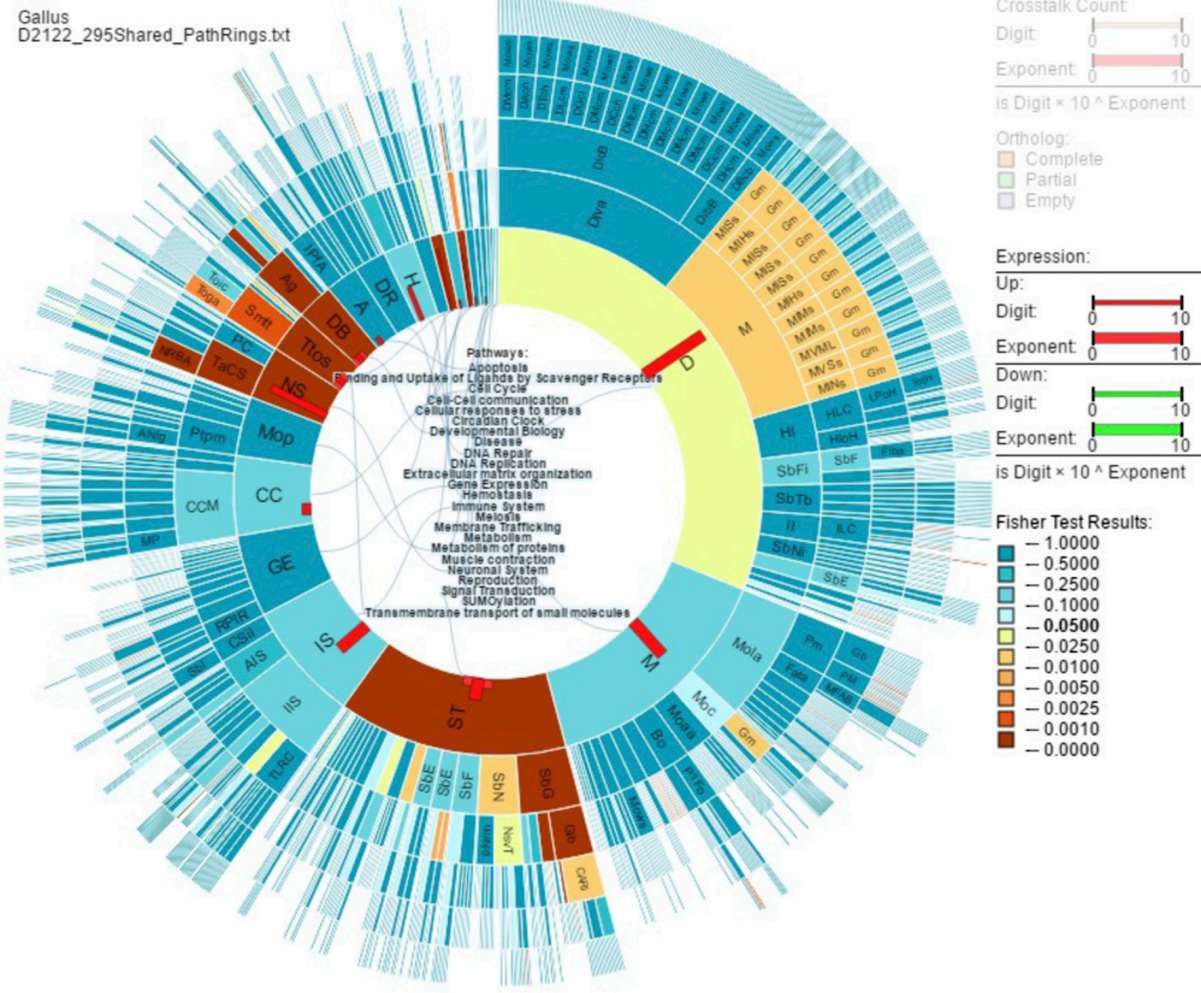
PathRings output for 295 shared enriched genes between days 21 and 22 in chicken (*Gallus gallus*) pituitary glands. Significance, determined by the Fisher Exact Test, is indicated by color. Blue is not significant while yellow to maroon is *P*-value 0.05–0.0001, respectively. DB, developmental biology; NS, neuronal system; ST, significant pathways are signal transduction; Ttos, transmembrane transport of small molecules.

**Table 2:** Significant pathways in PathRings and the enriched genes within each pathway for 295 shared genes between days 21 and 22 in the chicken (*Gallus gallus*) pituitary gland.

**Pathway**	**Gene symbol**
Signal transduction	ADORA1, ARHGEF4, CHRDL1, CNTN1, COL9A3, EGF, ERBB4, FZD10, GFAP, GNAO1, GPR17, GREM2, GRM3, GRM7, GRPR, HRH3, NPBWR1, NRG3, NTRK2, PDE4A, PDE8B, RAMP1, WNT11, WNT6, WNT7B
Neuronal system	CACNG4, CHRNA4, GABRA3, GRIA4, GRIK2, GRIK3, KCNK2
Transmembrane transport of small molecules	ANO4, AQP4, ASIC4, GABRA3, SGK2, SLC13A5, SLC15A2, SLC26A4, SLC30A8, SLC44A5, SLC6A9
Developmental biology	ANK2, CHL1, CNTN1, CNTN2, COL9A3, LAMA1, NFASC, NTN1, SLIT1, UNC5A

DB, developmental biology; NS, neuronal system; ST, signal transduction; Ttos, transmembrane transport of small molecules.

Several genes within the signal transduction pathway and developmental biology pathway were related to axon connection formation and axonal organization (*CNTN1*, *CNTN2*, *NFASC*, *LAMA1* and *SLIT1*), as well as neurite outgrowth (*EGF*, *ERBB4* and *NRG3*). Additionally, glutamate (*GRM3* and *GRM7*) and GABA (*GABRA3*) receptors and genes related to synaptic transmission and messaging (*ASIC4*, *HRH3* and *CHL1*) were enriched at days 21 and 22 when compared to all other tissues.

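CNTN1 (Entrez 417786, chromosome 1, 28856747 to 28942061) was 64.5 ± 20.6 FPKM (SD, n = 15) at day 21, 75.4 ± 15.7 (SD, n = 10) at day 22 and 7.85 ± 6.24 (SD, n = 10) at day 42. The log2 fold change of day 42 over day 22 was -3.43 (adjusted p = 8.00e-09, limma). For CNTN2 (Entrez 419825, chromosome 26, 1920858 to 1945023) the mean fell from 29.7 ± 7.28 FPKM at day 22 to 1.11 ± 1.21 at day 42, a log2 fold change of -3.98 (adjusted p = 1.84e-12). NFASC (Entrez 419824, chromosome 26, 1841733 to 1918228) changed least of the 5 genes of axon connection and organization, from 154 ± 21.4 to 47.4 ± 20.4 FPKM (-1.79, adjusted p = 3.47e-07). LAMA1 (Entrez 374016, chromosome 2, 99400389 to 99499663) went from 8.48 ± 4.45 to 0.795 ± 0.777 FPKM (-2.38, adjusted p = 4.45e-08). SLIT1 (Entrez 395293, chromosome 6, 21895694 to 21961777), whose locus overlaps RRP12, PGAM1 and ARHGAP19, was listed at 0 in 1 of 10 libraries of day 22 and at 8.85 to 17.8 FPKM in the others. At day 42 it was listed at 0 in 8 of 10 and at 7.65 and 8.97 FPKM in the remaining libraries (-2.77, adjusted p = 9.60e-05).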

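Among the genes of neurite outgrowth, ERBB4 (Entrez 395671, chromosome 7, 3031381 to 3433912) was 36.4 ± 10.5 FPKM (SD, n = 10) at day 22 and 0.135 ± 0.0948 at day 42, a log2 fold change of -4.98 (adjusted p = 9.66e-17, limma). EGF (Entrez 408035, chromosome 4, 57629766 to 57683560) fell from 29.2 ± 6.71 to 0.856 ± 1.74 FPKM (-4.27, adjusted p = 1.47e-12), and the day 42 mean was 0.309 without library 1420. NRG3 (Entrez 428937, chromosome 6, 2924696 to 3201935), which overlaps LOC101751829, was 3.29 ± 2.44 FPKM at day 22 and 1.93 ± 0.747 at day 42. This difference was within the spread between libraries (-0.45, adjusted p = 0.105), and it passed the threshold only under TPM, at -1.13. Neither ERBB4, EGF nor NRG3 differed between days 21 and 22 (adjusted p = 0.758, 0.928 and 0.731).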

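The glutamate receptor GRM3 (Entrez 418644, chromosome 1, 7521996 to 7630033) was 50.1 ± 23.7 FPKM (SD, n = 10) at day 22 and at most 1.32 at day 42, where 1 of 10 libraries was listed at 0 (log2 fold change -5.26, adjusted p = 3.36e-16, limma). GRM7 (Entrez 416112, chromosome 12, 18847627 to 19072321) fell from 28.1 ± 3.94 to 1.41 ± 0.394 FPKM (-3.60, adjusted p = 4.96e-16). GABRA3 (Entrez 422289, chromosome 4, 10725126 to 10786981), a GABA receptor subunit, went from 18.8 ± 5.10 to 5.47 ± 2.36 FPKM (-1.66, adjusted p = 4.07e-07). For ASIC4 (Entrez 769191, chromosome 7, 21584260 to 21590386), day 22 was not analysed, and the mean was 53.9 ± 25.6 FPKM (SD, n = 15) at day 21 and 0.518 ± 0.253 at day 42 (log2 fold change of day 42 over day 21 -5.09, adjusted p = 1.80e-19). HRH3 (Entrez 428147, chromosome 20, 8119135 to 8122954) was 6.19 ± 2.56 FPKM at day 22 and at most 1.35 at day 42, with 1 library at 0 (-2.23, adjusted p = 1.47e-09). CHL1 (Entrez 416102, chromosome 12, 17219614 to 17299147) declined from 21.8 ± 5.13 to 6.88 ± 3.28 FPKM (-1.65, adjusted p = 8.45e-06).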

### Day 21: 74 genes; day 22: 92 genes

Days 21 and 22 share a large portion of enriched genes; however, there are genes unique to each day. 

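SYNDIG1 (Entrez 416717, chromosome 3, 15056010 to 15104910) was 16.6 ± 5.54 FPKM (SD, n = 15) at day 21, 13.2 ± 7.57 (SD, n = 10) at day 22 and 4.72 ± 2.23 (SD, n = 10) at day 42. The difference between days 21 and 22 was smaller than the spread between libraries (log2 fold change -0.45, adjusted p = 0.535, limma), while day 42 was lower than day 22 (-1.18, adjusted p = 0.00174). After rescaling to the median gene this fall was -0.96, under 2-fold. RELN (Entrez 427850, chromosome 1, 12856304 to 13129081) was 26.1 ± 19.8 FPKM at day 21, 30.5 ± 13.5 at day 22 and 5.84 ± 5.56 at day 42. Its change from day 21 to day 22 did not exceed the spread (0.29, adjusted p = 0.785) and its fall to day 42 did (-2.55, adjusted p = 2.40e-05). LRRTM1 (Entrez 771502, chromosome 4, 87092908 to 87095901), which lies within CTNNA2, was 6.39 ± 1.21 FPKM at day 21. At day 22 it was listed at 0 in 1 of 10 libraries and at 3.63 to 8.29 FPKM in the others, with no difference from day 21 past the threshold (-0.25, adjusted p = 0.778). At day 42 it was 1.87 ± 0.744 FPKM (-1.14, adjusted p = 0.00327), a call that was lost after the same rescaling (-0.96) and with a pseudocount of 0.1.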

Further investigation of the individual days in AmiGO2 indicates an enrichment of genes associated with neuronal morphogenesis and synapse structure and organization at day 21 (*SYNDIG1*, *RELN* and *LRRTM1*). At day 22, the uniquely enriched genes are related to neurite outgrowth, axonal migration, oligodendrocyte differentiation and myelination (*FA2H*, *GLDN*, *PLP1*, *EPHA2*, *PTGDS*, *PTGS1* and *STMN4*). 

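GLDN (Entrez 427523, chromosome 10, 8745298 to 8762991) was 1.37 ± 0.350 FPKM (SD, n = 15) at day 21, 1.68 ± 1.79 (SD, n = 10) at day 22 and 0.573 ± 0.372 (SD, n = 10) at day 42, and library 1432 raised the day 22 mean, which was 1.12 without it. Neither the change from day 21 (log2 fold change 0.03, adjusted p = 0.980, limma) nor that to day 42 (-0.64, adjusted p = 0.0198, under 2-fold) passed the threshold. With a pseudocount of 0.1 the change to day 42 was -1.36 and passed it, as it did under TPM (-1.502). EPHA2 (Entrez 771550, chromosome 21, 4317772 to 4326083) was 0.850 ± 0.312 FPKM at day 21, 1.15 ± 0.355 at day 22 and 0.944 ± 0.329 at day 42. Days 21 and 22 differed with a permutation p of 0.0415, and the mean was under the minimum for the test by limma. The log2 fold change of EPHA2 from day 22 to day 42 was -0.14 (adjusted p = 0.409), and 0.01 after rescaling to the median gene. FA2H, PTGDS, PTGS1 and STMN4 were not analysed at days 21 and 22.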

Two immune-related genes were also enriched in day 22: histone deacetylase 11 (*HDAC11*) and complement regulatory protein CD59 molecule (*CD59*). Although these genes were uniquely enriched in the pituitary gland at day 22, the mean FPKM for these genes at days 21 and 22 were both high in comparison to day 42 ((*HDAC11*: day 21: 75.27, day 22: 84.64, day 42: 6.53); (*CD59*: day 21: 467.2, day 22: 505.7, day 42: 54.0)).

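HDAC11 (Entrez 415978, chromosome 12, 5668889 to 5713262) was 79.0 ± 16.1 FPKM (SD, n = 15) at day 21, 85.6 ± 30.2 (SD, n = 10) at day 22 and 6.54 ± 4.65 (SD, n = 10) at day 42. Its mean was 13.1-fold higher at day 22 than at day 42 (log2 fold change of day 42 over day 22 -3.76, adjusted p = 2.16e-09, limma), and every library of day 22 lay above every library of day 42 (permutation test, p = 2e-05). Days 21 and 22 did not differ (adjusted p = 0.902). CD59 (Entrez 423148, chromosome 5, 17674185 to 17679982) was 503 ± 113 FPKM at day 21, 511 ± 126 at day 22 and 54.8 ± 23.8 at day 42, a mean 9.33-fold higher at day 22 than at day 42 (-3.32, adjusted p = 2.98e-10), again with every library of day 22 above every library of day 42. CD59 had no call between days 21 and 22 (adjusted p = 0.976). With geometric means, medians, rescaled libraries, TPM or the heat-stressed birds added, the fold was 13.2 to 21.5 for HDAC11 and 8.12 to 15.1 for CD59.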

### Day 42: 407 genes

At day 42, there are 407 unique genes with the following GO terms: pituitary gland development (11 genes), endocrine system development (15 genes), hormone metabolic process and regulation of hormone levels (28 genes) and cell–cell signaling (18 genes) (Table 3). In addition to endocrine-related GO terms, neurogenesis (34 genes) and nervous system development (42 genes), GO terms were also present within day 42 enriched genes. 

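Of the 41 genes of Table 3, 38 were tested between days 22 and 42, and RFX8, GHSR and PASK were not. The median log2 fold change of day 42 over day 22 was 3.44, with 36 genes higher and 0 lower. Adjusted over the list alone the count was also 36, on genes that the study chose on these libraries. All 38 log2 fold changes were positive, from 0.34 for DIO2 to 12.35 for CGA, and the median of 10000 random lists with similar mean FPKM was -0.13. DIO2 and CPE did not pass the threshold. Only 15 of the genes reached the minimum mean FPKM for a test between days 21 and 22, where the median was 0.04.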

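Receptors of hypothalamic releasing hormones were near the lower end of the scale at day 22. GHRHR (Entrez 420385, chromosome 2, 1146174 to 1168960) was 0 to 0.0785 (4 of 10 at 0) FPKM at day 22 and 113 ± 67.6 (SD, n = 10) at day 42, a log2 fold change of 6.41 (adjusted p = 7.04e-13, limma). GNRHR (Entrez 427517, chromosome 10, 19479074 to 19481383) was listed at 0 in 15 of 15 libraries of day 21 and in 8 of 10 of day 22, where the highest was 0.0913 FPKM, and was 53.7 ± 29.3 at day 42 (5.57, adjusted p = 4.10e-15). CRHR1 (Entrez 374218, chromosome 27, 2227273 to 2251193) rose from 0 to 1.14 (2 of 10 at 0) to 16.9 ± 8.53 FPKM (3.57, adjusted p = 8.08e-09). TRHR (Entrez 395770, chromosome 2, 131690392 to 131708479) was at most 0.224 FPKM at day 22 and 10.8 ± 8.29 at day 42 (3.07, adjusted p = 1.81e-07). CPE (Entrez 422424, chromosome 4, 23336946 to 23383933), an enzyme that processes prohormones, was 114 ± 44.3 FPKM at day 22 and 276 ± 179 at day 42, a change of under 2-fold (0.98, adjusted p = 0.0349) that reached 1.23 and the threshold after rescaling to the median gene.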

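Among pituitary transcription factors, POU1F1 (Entrez 374215, chromosome 1, 92195111 to 92224319) was at most 0.411 FPKM at day 22 and 185 ± 74.8 (SD, n = 10) at day 42, a log2 fold change of 7.25 (adjusted p = 6.48e-17, limma). LHX3 (Entrez 373940, chromosome 17, 8044519 to 8050730) was listed at 0 in 7 of 10 libraries of day 22, reached 2.22 FPKM in the highest, and was 309 ± 129 at day 42 (7.86, adjusted p = 1.79e-17). TBX19 (Entrez 395793, chromosome 1, 83487018 to 83501686) had no more than 0.172 FPKM at day 22 and 37.2 ± 20.8 at day 42 (4.87, adjusted p = 1.86e-11). PITX1 (Entrez 374201, chromosome 13, 14931517 to 14942005) was 196 ± 41.6 FPKM at day 42 against a highest value of 0.472 at day 22 (7.28, adjusted p = 1.65e-21).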

Figure 3 shows the pituitary-specific iTerms and genes output from WebGIVI for the day 42 time point. 

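GH (Entrez 378781, chromosome 27, 1616695 to 1620202) was 25.8 ± 31.3 FPKM (SD, n = 10) at day 22 and 72003 ± 40377 (SD, n = 10) at day 42. The ratio of the means was 2791, with a log2 fold change of 12.08 on the log2(FPKM + 1) scale (adjusted p = 1.59e-14, limma). PRL (Entrez 396453, chromosome 2, 58655088 to 58661243) was listed at 0 in 6 of 10 libraries of day 22, at 14.8 and 11.0 FPKM in libraries 1432 and 1437 and at no more than 0.136 in the remaining libraries, and was 7923 ± 5318 at day 42 (adjusted p = 7.49e-14). Its ratio was 3041, and 6350 without library 1432 or 4724 without 1437. CGA (Entrez 421829, chromosome 3, 76000214 to 76009651) rose from 17.4 ± 35.5 to 29192 ± 14723 FPKM (adjusted p = 1.77e-12), a ratio of 1676 that became 4312 without library 1526. TSHB (Entrez 395937, chromosome 26, 3921243 to 3925018) was listed at 0 in 7 of 10 libraries of day 22, with 11.5 FPKM in library 1526, and was 3689 ± 3075 at day 42 (adjusted p = 1.68e-13). The ratio for TSHB was 2355, and 7975 without library 1526. FSHB (Entrez 374108, chromosome 5, 4546065 to 4549441) was listed at 0 in 8 of 10 libraries of day 22, at 0.347 and 0.233 FPKM in libraries 1432 and 1437, and was 396 ± 289.9 at day 42 (adjusted p = 1.15e-11). Its ratio was 6837, and 15309 without library 1432 or 10289 without 1437. POMC (Entrez 422011, chromosome 3, 105013936 to 105017819), whose locus overlaps EFR3B, was at most 45.4 FPKM at day 22, with 1 library at 0, and 32442 ± 25379.8 at day 42 (adjusted p = 2.42e-12), a ratio of 2627.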

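For each of GH, PRL, CGA, TSHB, FSHB and POMC, every library of day 42 lay above every library of day 22, with a permutation p of 2e-05 in a two-sided test. The size of the ratio depended on the low values of day 22. Under the alternatives fixed at the start FSHB moved most, from 238 with geometric means of FPKM + 1 to 13712, and medians gave no ratio for PRL, TSHB and FSHB, whose day 22 median was 0. Under the same alternatives GH ranged from 1660 to 4327 and POMC from 1624 to 31621. Within day 22, the 2 libraries numbered 1432 and 1437 had a mean of 82.8 FPKM for GH, 12.9 for PRL and 43.6 for POMC. The 8 libraries numbered 1500 and above had 11.5, 0.0339 and 4.54. CGA (27.3 against 14.9) and FSHB (0.290 against 0) went the same way. TSHB went the other way, at 0 in both libraries against a mean of 1.96. The qRT-PCR values of Fig. 4 were not analysed here.

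**Figure D1:**
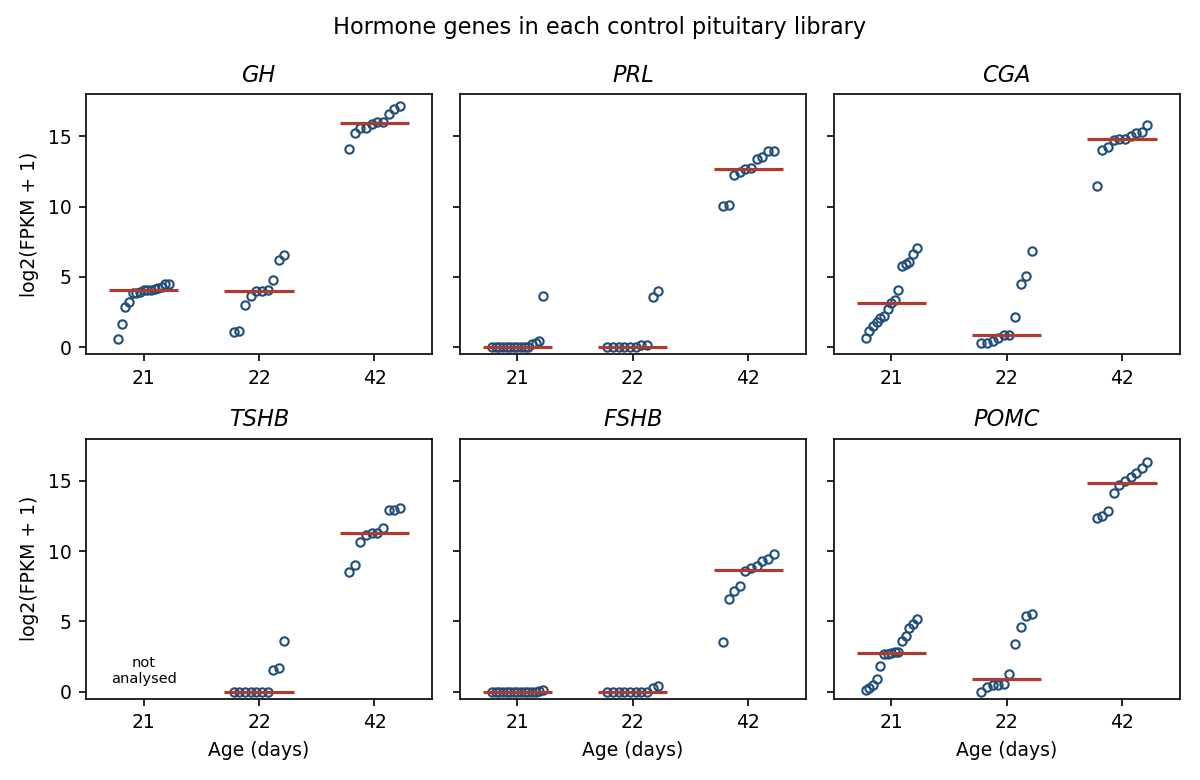
Values of GH, PRL, CGA, TSHB, FSHB and POMC as log2(FPKM + 1) on the vertical axis in control libraries of days 21, 22 and 42 (circles, 1 per library, with 15, 10 and 10 libraries) and the median of each day (red line). TSHB was not analysed at day 21. In each panel all libraries of day 42 lie above all libraries of day 22.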

At day 42, expression of endocrine-related genes such as *GH*, *PRL*, *CGA*, *TSHB*, *FSHB* and *POMC* increased and the following fold changes were seen in the transcriptomic data between days 22 and 42: *GH* 2700-fold, *PRL* 3000-fold, *CGA* (alpha subunit for FSHB, TSHB LHB) 1600-fold, *TSHB* 2300-fold, *FSHB* 6800-fold and *POMC* 2600-fold. To validate these robust transcriptomic changes, qRT-PCR results are summarized in Fig. 4.

**Figure 3:**
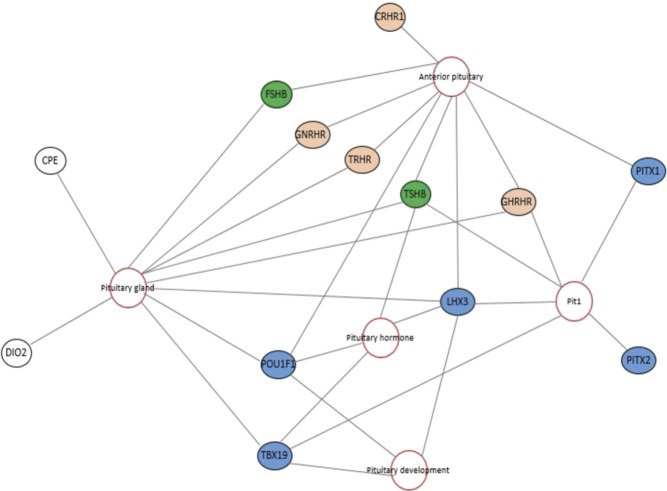
Adapted WebGIVI output for chicken (*Gallus gallus*) pituitary iTerms and enriched genes expressed at day 42. Adapted WebGIVI output for general ‘pituitary’ iTerms. Red circles indicate iTerms generated by WebGIVI. Black outlined circles indicate genes from the enriched gene input list. Gray lines (edges) show connections between genes and iTerms. Blue filled genes are pituitary transcription factors. Orange filled genes are receptors for hypothalamus releasing hormones. Green filled genes are beta subunits of follicle stimulating hormone (FSH) and thyroid stimulating hormone (TSH).

**Figure 4:**
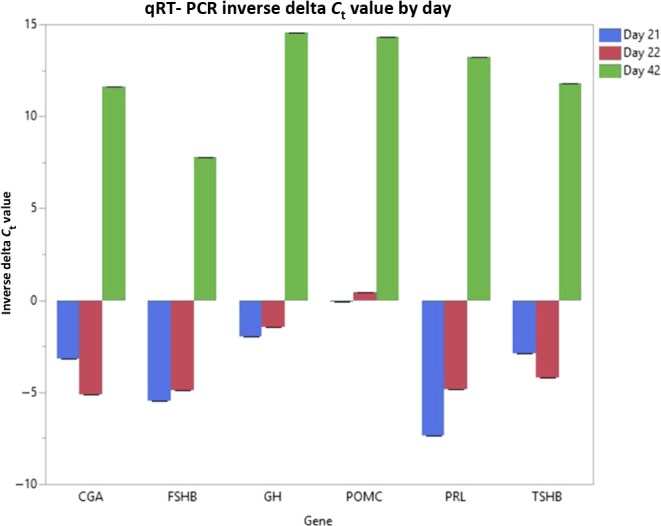
Inverse Delta *C*_t_ values for six genes comparing days 21, 22, and 42 chicken (*Gallus gallus*) post-hatch pituitary gene expression. Alpha subunit of glycoproteins (*CGA*), follicle stimulating hormone, beta (*FSHB*), growth hormone (*GH*), pro-opiomelanocortin (*POMC*), prolactin (*PRL*), and thyroid stimulating hormone, beta (*TSHB*) were used to validate increased expression seen in the transcriptome between days 21, 22, and 42. Inverse Delta *C*_t_ values are shown. Errors bars constructed using one standard error from the mean.

**Table 3:** Gene ontology (GO) terms and enriched genes within each term for chicken (*Gallus gallus*) day 42 pituitary glands.

**Gene ontology (GO) term**	**# of genes in GO term**	**Gene symbol**
Pituitary gland development	11	DRD2, GHRHR, ISL1, LHX3, PAX6, PITX1, PITX2, POU1F1, SIX3, TBX19, WNT5A
Endocrine system development	16	CGA, CRHR1, DRD2, GHRHR, ISL1, LHX3, NR5A1, PAX6, PITX1, PITX2, POU1F1, RFX6, RFX8, SIX3, TBX19, WNT5A
Regulation of hormone levels	17	CGA, CPE, CRHR1, DIO2, DRD2, ESR1, FOXL2, GHRHR, GHSR, ILDR1, INHBA, NR5A1, PASK, PCSK1, POMC, PRL, RFX6
Cell–cell signaling	24	C2CD4C, CACNA1B, CADPS, CGA, CHRNA3, CPE, CRHR1, DRD2, GABRG1, GHRHR, GHSR, GPR149, HTR1B, INHBA, KLF4, LHX5, LOC100858799, P2RX2, PDYN, PENK, PITX2, POMC, SYT4, WNT5A

### Day 21, day 22 and day 42: 25 shared genes

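Of the 25 genes that the paper lists as enriched at days 21, 22 and 42, 21 were tested between days 22 and 42. Their median log2 fold change of day 42 over day 22 was -0.22, at percentile 36.8 of 10000 random lists with similar mean FPKM. MATN4 and LOC101750727 were higher and 0 genes lower at day 42, and adjusted over the list alone 1 gene was higher. The call of LOC101750727 was made on the log2(FPKM + 1) scale. Its mean FPKM went the other way, from 1074 at day 22 to 959 at day 42. The study chose the list on these libraries. After rescaling to the median gene the median of the list was 0.02 and under TPM it was -0.77, close to the shift of all genes. Between days 21 and 22 the median was 0.07, and no gene differed at the adjusted p. LOC101750727 was listed at 0 in 9 of 15 libraries of day 21 and at 1048 to 7137 FPKM in the others. At day 22 its mean of 1074 FPKM came from library 1526 alone, at 10741 FPKM, with the other 9 libraries at 0. At day 42 it was listed at 0 in 3 of 10 libraries, and its mean of 959 FPKM was 549.6 without library 1415, so the mean FPKM of this gene rests on few libraries at each day.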

The 25 enriched genes mean FPKM values for each day are shown in Table 4. Enriched genes were uploaded to WebGIVI (Fig. 5) and AmiGO2 GO terms system development (*COL11A1*, *DNAH5*, *GPC3*, *SIX6*, *SOX3* and *TRAPPC4*) and sensory organ development (*COL11A1*, *SIX6* and *SOX3*). These genes include transcription factors and genes whose products code for structural proteins and are associated with the extracellular matrix.

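COL11A1 (Entrez 374046, chromosome 8, 10126392 to 10291886) was 17.2 ± 4.91 FPKM (SD, n = 15) at day 21, 20.7 ± 4.46 (SD, n = 10) at day 22 and 24.5 ± 9.90 (SD, n = 10) at day 42. Its log2 fold change of day 42 over day 22 was 0.15 (adjusted p = 0.585, limma), and -0.49 under TPM. SIX6 (Entrez 395843, chromosome 5, 54339066 to 54341939) was 53.9 ± 15.5, 51.5 ± 13.4 and 44.8 ± 17.8 FPKM at days 21, 22 and 42 (-0.24, adjusted p = 0.405, and 0.02 after rescaling to the median gene). SOX3 (Entrez 374019, chromosome 4, 10485877 to 10487700) was 4.99 ± 1.62, 5.41 ± 1.18 and 3.95 ± 1.25 FPKM (-0.38, adjusted p = 0.0533). TRAPPC4 (Entrez 419788, chromosome 24, 5658941 to 5660793) overlaps RPS25. It was listed at 0 in 3 of 15 libraries of day 21 and 4 of 10 of day 42, and lay between 25.0 and 50.7 FPKM at day 22 (-1.75, adjusted p = 0.0896). SOX3 and TRAPPC4 passed the threshold under TPM, at -1.05 and -2.97. DNAH5 (Entrez 420921, chromosome 2, 76596235 to 76707693) was 0.551 ± 0.372, 0.395 ± 0.2197 and 0.977 ± 0.859 FPKM, below the minimum for the test by limma, with a permutation p of 0.0483 between days 22 and 42.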

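Of the genes of the extracellular matrix, MATN4 (Entrez 428140, chromosome 20, 5499779 to 5513511), which overlaps RBPJL, was 2.21 ± 0.986 FPKM (SD, n = 15) at day 21, 2.10 ± 0.784 (SD, n = 10) at day 22 and 7.02 ± 2.98 (SD, n = 10) at day 42. It was higher at day 42 than at day 22 (log2 fold change 1.32, adjusted p = 1.55e-05, limma), though by 0.97, under 2-fold, under TPM. GPC3 (Entrez 770863, chromosome 4, 3823545 to 3937286) was 15.2 ± 3.64, 15.8 ± 2.88 and 12.4 ± 5.52 FPKM at days 21, 22 and 42, and the fall to day 42 stayed within the spread between libraries (-0.42, adjusted p = 0.103). Under TPM it was -1.09, past the threshold.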

**Figure 5:**
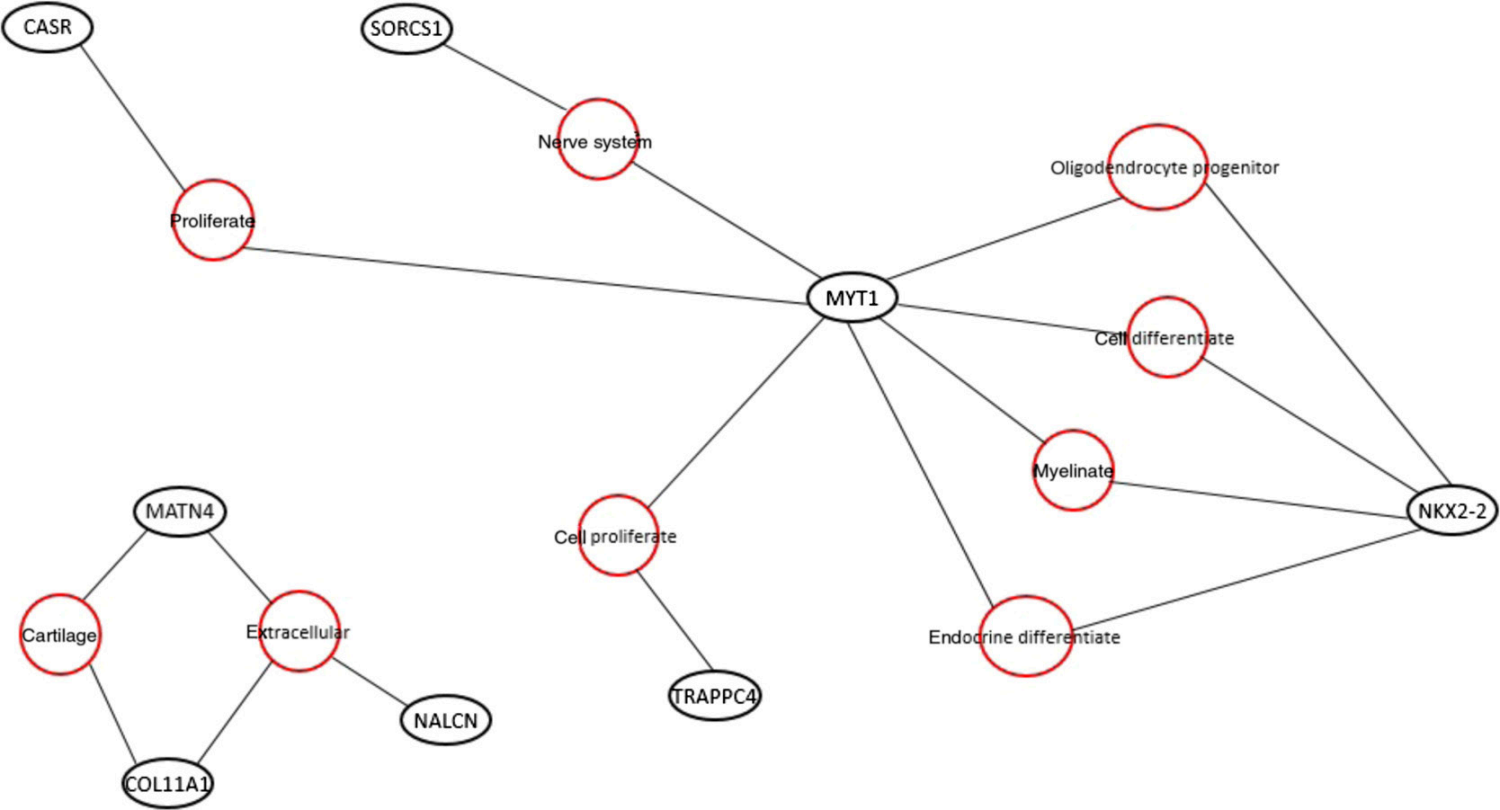
Adapted WebGIVI output for chicken (*Gallus gallus*) pituitary iTerms and 25 shared enriched genes expressed at days 21, 22 and 42. Adapted WebGIVI output for 25 genes enriched at all three time points and corresponding iTerms. Red circles indicate iTerms generated by WebGIVI. Black outlined circles indicate genes from the enriched gene input list. Gray lines (edges) show connections between genes and iTerms.

**Table 4:** Mean FPKM values for 25 shared genes between days 21, 22 and 42 in the chicken (*Gallus gallus*) pituitary gland.

**Gene**	**Description**	**Day 21**	**Day 22**	**Day 42**
ADIRF	Adipogenesis regulatory factor	2.16	1.722	1.8
CASR	Calcium-sensing receptor	2.33	2.57	2.41
COL11A1	Collagen, type XI, alpha 1	17.17	20.74	24.49
DNAH5	Dynein, axonemal, heavy chain 5	0.55	0.4	0.98
FAM135B	Family with sequence similarity 135, member B	1.82	1.82	2.08
FAM3B	Family with sequence similarity 3, member B	5	3.98	3.4
GPC3	Glypican 3	15.17	15.82	12.37
LOC101749214	Uncharacterized LOC101749214	1.68	1.45	0.99
LOC101749680	Uncharacterized LOC101749680	0.53	0.76	1.21
LOC101749716	Uncharacterized LOC101749716	0.95	0.67	1.79
LOC101749894	Homeobox protein Nkx-2.2-like	17.42	20.4	16.02
LOC101750727	Uncharacterized LOC101750727	1777.2	1074.13	958.83
LOC421690	Vacuolar protein 8-like	0.56	0.82	0.61
MATN4	Matrilin 4	2.2	2.1	7.02
MDGA2	MAM domain containing glycosylphosphatidylinositol anchor 2	14.16	16.98	14.25
MOV10L1	Mov10l1, Moloney leukemia virus 10-like 1, homolog (mouse)	4.53	3.53	6.09
MYT1	Myelin transcription factor 1	8.5	8.9	7.35
NALCN	Sodium leak channel, non-selective	14	13.27	10.73
NKX2-2	NK2 homeobox 2	20.34	25.9	18.47
RNF182	Ring finger protein 182	1.43	1.53	3.14
SIX6	SIX homeobox 6	53.92	51.5	44.8
SORCS1	Sortilin-related VPS10 domain containing receptor 1	13.6	14.65	16.97
SOX3	SRY (sex determining region Y)-box 3	4.99	5.04	3.95
TRAPPC4	Trafficking protein particle complex 4	36.72	38.12	34.17
UMODL1	Uromodulin-like 1	1.3	1.52	2.55

Mean FPKM values in the pituitary gland for 25 shared enriched genes in days 21, 22 and 42 when compared to all other tissues (abdominal and heart fat, breast muscle, cerebellum, heart, liver, duodenum, jejunum, ileum, spleen, retina, pineal and hypothalamus).

### Transcription factors

Table 5 shows the transcription factors (TF) enriched by day. In the 295 expressed genes shared between days 21 and 22, there are 14 enriched transcription factors. 

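Of these 14 transcription factors, 12 were tested between days 22 and 42. All 12 were lower at day 42, also when adjusted over the list alone, which was chosen by the study on these libraries. The median log2 fold change was -2.37, from -6.03 for OLIG3 to -1.004 for POU3F1, whose change was -0.77 and under 2-fold after rescaling to the median gene. OLIG3 (Entrez 100857919, unplaced sequence, 5646773 to 5648576) was 106 ± 56.5 FPKM (SD, n = 10) at day 22 and 0.511 ± 0.578 at day 42 (adjusted p = 1.05e-14, limma). Between days 21 and 22 the median over 13 factors was 0.02, and 0 factors passed the threshold.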

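NTN1 (Entrez 396389, chromosome 18, 2020995 to 2067061) was 12.2 ± 5.77 FPKM (SD, n = 10) at day 22 and 0.780 ± 0.657 (SD, n = 10) at day 42, a log2 fold change of -2.73 (adjusted p = 3.62e-07, limma). At day 21 it was at most 24.3 FPKM, with 1 of 15 libraries listed at 0. SOX8 (Entrez 395483, chromosome 14, 5737972 to 5742818) was 104 ± 22.8 FPKM at day 21, 97.3 ± 14.4 at day 22 and 5.79 ± 2.32 at day 42 (-3.91, adjusted p = 1.30e-14). VAX1 (Entrez 395582, chromosome 6, 28618130 to 28621800) was 42.3 ± 22.3 and 45.5 ± 28.0 FPKM at days 21 and 22, and at most 0.844 at day 42, where 4 of 10 libraries were listed at 0 (-5.04, adjusted p = 6.10e-13).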

AmiGO 2 analysis resulted in GO terms negative regulation of neurogenesis and negative regulation of nervous system development (*NTN1*, *PHOX2B*, *SOX8* and *VAX1*). Thirty transcription factors were enriched at day 42 when compared to all other tissues. 

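Of these 30 transcription factors, 29 were tested between days 22 and 42, and NEUROG1 was not. The calls over all genes gave 28 higher and 0 lower, with a median log2 fold change of 3.98, and the p-values adjusted over the list alone gave 28, on factors chosen by the study on these libraries. CHURC1 was the exception. Only 6 of the 30 reached the minimum mean FPKM between days 21 and 22, with a median of -0.03.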

AmiGO2 analysis resulted in two notable GO terms: pituitary gland development (*LHX3*, *TBX19*, *POU1F1*, *PAX6*, *ISL1*, *PITX1*, *PITX2* and *SIX3*) and endocrine system development (8 genes listed previously and NR5A1 and RFX6). 

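SIX3 (Entrez 378786, chromosome 3, 25178034 to 25203539) was the most abundant of the pituitary development factors before day 42, at 27.8 ± 10.1 FPKM (SD, n = 10) at day 22, and was 267 ± 142 (SD, n = 10) at day 42 (log2 fold change 3.17, adjusted p = 4.53e-10, limma). PAX6 (Entrez 395943, chromosome 5, 5217988 to 5235474) rose from 0.553 ± 0.676 to 46.4 ± 13.1 FPKM (4.99, adjusted p = 9.78e-16). ISL1 (Entrez 396383, chromosome Z, 15003132 to 15015096) ranged up to 3.64 FPKM at day 22 and was 18.9 ± 6.18 at day 42 (3.60, adjusted p = 3.75e-10). NR5A1 (Entrez 395960, chromosome 17, 9429002 to 9444850) was at most 0.642 FPKM at day 22 and 51.9 ± 24.1 at day 42 (5.25, adjusted p = 5.73e-14).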

Two transcription factors were present in all three days studied: Myelin Transcription Factor 1 (*MYT1*) and NK2 Homeobox 2 (*NKX2-2*). 

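MYT1 (Entrez 419249, chromosome 20, 9449073 to 9504684) was 8.48 ± 2.48 FPKM (SD, n = 15) at day 21, 8.92 ± 1.33 (SD, n = 10) at day 22 and 7.69 ± 2.38 (SD, n = 10) at day 42. The log2 fold change of day 42 over day 22 was -0.22 (adjusted p = 0.241, limma), and 0.01 after rescaling to the median gene. NKX2-2 (Entrez 428549, on sequence not assigned to a chromosome) was 20.3 ± 11.5, 25.9 ± 13.6 and 18.5 ± 12.8 FPKM at days 21, 22 and 42, with a change of -0.48 from day 22 to day 42 (adjusted p = 0.322), and -1.13 and past the threshold under TPM. For both factors the differences between days were smaller than the spread between libraries.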

*MYT1* is a DNA-binding protein with an expression pattern that indicates a potential role in regulating oligodendrocyte differentiation. In the developing and adult central nervous system, *MYT1* expression correlates with oligodendrocyte cell growth (Nielsen *et al*. 2004). *NKX2-2* is a gene associated with gliogenesis and may play a role in differentiation of oligodendrocyte progenitor cells (Rousseau *et al*. 2006).

**Table 5:** Transcription factors enriched at days 21, 22 and 42 in chicken (*Gallus gallus*) pituitary glands.

**Day(s)**	**# of enriched genes**	**TF symbol**	**TF description**
Days 21, 22 and 42	25 genes	NKX2-2	NK2 homeobox 2
		MYT1	Myelin transcription factor 1
Days 21 and 22	295 genes	FOXC2	Forkhead box C2
		FOXL1	Forkhead box L1
		IRX1	Iroquois homebox 1
		LHX2	LIM homeobox 2
		MSX1	Msh homeobox 1
		NPAS3	Neuronal PAS domain protein 3
		NTN1	Netrin 1
		OLIG3	Oligodendrocyte transcription factor 3
		PHOX2B	Paired like homeobox 2B
		POU3F1	POU class 3 homeobox 1
		SOX8	SRY-box 8
		ST18	Suppression of tumorigenicity 18, zinc finger
		TBX22	T-box 22
		VAX1	Ventral anterior homeobox 1
Day 21	74 genes	NR2E1	Nuclear receptor subfamily 2 group E member 1
Day 22	92 genes	DLX1	Distal-Less homeobox 1
		HES6	Hes family BHLH transcription factor 6
		LOC427656	Forkhead box protein L1-like
		SOX10	SRY-box 10
Day 42	407 genes	CHURC1	Churchill domain containing 1
		DMBX1	Diencephalon/mesencephalon homeobox 1
		ESR1	Estrogen receptor 1
		FOS	FBJ murine osteosarcoma viral oncogene homolog
		FOXG1	Forkhead box G1
		FOXL2	Forkhead box L2
		HES5	Hes family BHLH transcription factor 5
		IRF6	Interferon regulatory factor 6
		INHBA	Inhibin beta A
		ISL1	ISL LIM homeobox 1
		LHX3	LIM homeobox 3
		NEUROD1	Neuronal differentiation 1
		NEUROG1	Neurogenin 1
		NHLH2	Nescient helix-loop-helix 2
		NR4A3	Nuclear receptor subfamily 4 group A member 3
		NR5A1	Nuclear receptor subfamily 5 group A member 1
		PAX6	Paired box 6
		PITX1	Paired like homeodomain 1
		PITX2	Paired like homeodomain 2
		POU1F1	POU class 1 homeobox 1
		PRRX2	Paired related homeobox 2
		RAX	Retina and anterior neural fold homeobox
		RBPJL	Recombination signal binding protein for immunoglobulin kappa J region like
		RFX6	Regulatory factor X6
		RHOXF1	Rhox homeobox family member 1
		SIX1	SIX homeobox 1
		SIX3	SIX homeobox 3
		SMAD7	SMAD family member 7
		TBX19	T-box 19
		TBX20	T-box 20

Transcription factors (TF) present within enriched genes separated by day. # of enriched genes corresponds to total genes (including TF) that were enriched in each category.

## Discussion

### Day 21 and 22: shared and unique enriched genes

Relative tissue expression analysis for days 21 and 22 results in similarly enriched genes involved in nervous tissue development (axon formation and neurite outgrowth) and signaling (GABA and glutamate receptors). Acid sensing ion channel subunit family member 4 (*ASIC4*) is a sodium channel involved in signal transduction and is known to have highest expression in the brain (Grunder *et al*. 2001). Histamine Receptor H3 (*HRH3*) is a receptor for histamine, which is involved in neurotransmitter release and pituitary hormone secretion (Nuutinen & Panula 2010). 

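Between days 21 and 22, SYNDIG1, RELN and LRRTM1 had a median log2 fold change of -0.25 (1 positive and 2 negative), at percentile 1.06 of 10000 random lists. None of these genes passed the adjusted p. The study chose them on these libraries, so the percentile is not independent evidence. The median is the value of LRRTM1, which was listed at 0 in day 22 library 1553. Without that library its day 22 mean was 6.64 FPKM, above its day 21 mean. Of 16 myelin genes chosen from general knowledge, 4 were tested between these days, with a median of -0.01, at percentile 75.7. GLDN was the only gene tested among the 7 that the paper names as unique to day 22.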

Uniquely enriched genes at days 21 and 22 indicate a shift from neuronal morphogenesis and synapse organization at day 21 to neurite outgrowth and myelination at day 22. This may be indicative of a developmental change from morphogenesis to maintenance of the nervous tissue, and it is unclear if this fluctuation between morphogenesis and maintenance continues throughout development. Two immune-related genes were also enriched in day 22: *HDAC11* and *CD59*. Histone deacetylases are a group of enzymes that interact with histones to regulate transcription. *HDAC11* is the most novel of the group and is placed in its own category, class IV. *HDAC11* regulates the expression of interleukin 10 (*IL10*), and immune tolerance and suppression can promote *IL10* expression in mice macrophages, whereas chromatin changes in macrophages increased *HDAC11* recruitment to *IL10* gene, inhibiting *IL10* production (Villagra *et al*. 2009, Wang *et al*. 2011). Studies investigating *HDAC11* found abundant transcripts are detected in the brain, skeletal muscle, kidney and testis; however, little is known about its function in healthy tissues (Deubzer *et al*. 2012). Because *HDAC11* is a unique histone deacetylase, and it is possible it has functions that are unknown or not typically associated with histone deacetylases (Gao *et al*. 2002). *CD59* is a cell surface glycoprotein that inhibits the assembly of the membrane attack complex (MAC) during complement attack (Huang *et al*. 2001). Activation of the complement attack can lead to inflammation and lysis of cells and needs to be highly regulated. *CD59* inhibits MAC osmolytic pore formation thereby protecting cells (Liu *et al*. 2007). It is possible that development of the pars tuberalis and the macrophages within this region result in enrichment of these immune-related genes at days 21 and 22 but not day 42 and may provide anti-inflammatory functions during neuronal development. Overall, the focus of the pituitary gland at days 21 and 22 appears to be focused on developing and maintaining nervous tissue connections and signaling.

### Day 42 enriched genes

By day 42, gene expression suggests a shift in the focus of the pituitary gland through maturation from strictly nervous tissue development and signaling to endocrine- and hormone-related functions. 

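Between days 22 and 42, compared on FPKM from separate tables, the lists of genes moved in opposite directions. The study chose these lists on these libraries, so the directions are not independent evidence. Genes of Table 2 and the transcription factors shared by days 21 and 22 had no member higher at day 42. The genes of Table 3 and the transcription factors of day 42 had none lower. From the genes enriched on each day, and most notably the increase of the hormone genes GH, PRL, TSHB and FSHB, the paper proposes that the gland shifted through maturation from nervous tissue development to endocrine functions, possibly in preparation for reproduction.

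**Figure D2:**
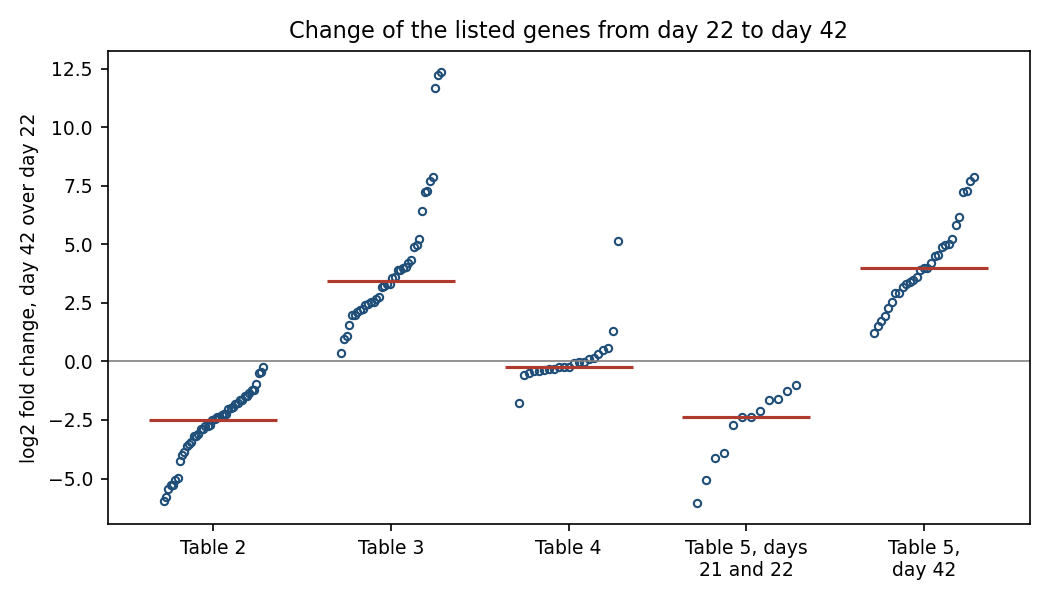
Log2 fold change of day 42 over day 22 (vertical axis, on the log2(FPKM + 1) scale) of the tested genes of Table 2 (44 genes), Table 3 (38), Table 4 (21) and the transcription factors of Table 5 for days 21 and 22 (12) and for day 42 (29), with 1 circle per gene, the median as a red line and 0 as a gray line. The 44 genes of Table 2 lie below 0 and the 38 genes of Table 3 above 0. The study chose the lists on these libraries.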

Most notably, there is the robust increase in expression of peptide hormone genes *GH*, *PRL*, *TSHB* and *FSHB*. This change in enriched genes could be in preparation for reproduction. In addition to receptors for releasing hormones from the hypothalamus, and beta subunits of follicle-stimulating hormone (*FSH*) and thyroid-stimulating hormone (*TSH*), two other genes of interest are carboxypeptidase E (*CPE*) and deiodinase type 2 (*DIO2*). *CPE* is a carboxypeptidase B-like enzyme involved in peptide and neurotransmitter synthesis and processing of neuropeptides. Immunohistochemical studies in the rat have shown immunoreactivity within all components of the hypothalamic-neurohypophyseal system (Lynch *et al*. 1990). *CPE* has prohormone processing functions in neuroendocrine cells and directs proopiomelanocortin (*POMC*) to the secretory pathway where it is later cleaved to produce ACTH (Dhanvantari *et al*. 2002). *DIO2* converts thyroxine (T_4_) to triiodothyronine (T_3_), the main metabolic hormone important for neuronal development and differentiation in the brain (Noda 2015). Circulating levels of T_4_ are transported across the blood–brain barrier to astrocytes by organic anion-transporting polypeptide (OATPs) transporters and converted by *DIO2* to T_3_. T_3_ is important for neuron, microglia, astrocyte and oligodendrocyte development and function and thyroid hormone dysfunction can influence these processes (Karlsson *et al*. 2016). *DIO2* expression is also involved in seasonal reproduction in birds and is expressed during long day conditions. The increased day length leads to an increase in T_3_ which then stimulates the release of FSH and luteinizing hormone (LH) for reproduction (Karlsson *et al*. 2016). The exact location of *DIO2* expression in the brain is still under investigation although it is thought to be exclusively expressed in the glial compartment (Egri *et al*. 2016). This research shows expression in the pituitary gland suggesting future work should identify the location of *DIO2* mRNA within the pituitary.

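DIO2 (Entrez 373903, chromosome 5, 39821570 to 39838472) was 18.7 ± 5.67 FPKM (SD, n = 15) at day 21, 20.1 ± 11.0 (SD, n = 10) at day 22 and 34.6 ± 28.7 (SD, n = 10) at day 42. The rise from day 22 to day 42 was smaller than the spread between libraries (log2 fold change 0.34, adjusted p = 0.581, limma), and under TPM the value was -0.32.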

Dopamine receptor D2 (*DRD2*) and somatostatin receptor 5 (*SSTR5*) are receptors found in the brain. *DRD2* is expressed in lactotrophs and inhibits prolactin release. *SSTR5* is involved in the regulation of GH and TSH. Both *DRD2* and *SSTR5* are also involved in ACTH release in pituitary tumors (Tani *et al*. 2011).

Calcium-dependent secretion activator (*CADPS*) and synaptotagmin IV (*SYT4*) gene products are involved in the calcium-dependent vesicle-mediated exocytosis of neurotransmitters and peptides in conjunction with plasma membrane-associated and vesicle integral membrane SNAREs. *CADPS* is essential in exocytosis of dense-core vesicles (used for exocytosis of biogenic amines and peptides) in the pituitary gland and is involved in secretion of serotonin and other neurotransmitters in *Caenorhabditis elegans* and *Drosophila melanogaster* (Wassenberg & Martin 2002)*. SYT4* is a synaptotagmin that is a member of the vesicle integral membrane SNARE genes. Once hormones are produced, they are stored in secretory granules where extracellular signals induce fusion with the plasma membrane and subsequent release (Moore *et al*. 2002). *SYT4* is an inhibitor of regulated exocytosis (Wassenberg & Martin 2002).

Cocaine- and amphetamine-regulated transcript (*CARTPT*) is an anorectic peptide that is expressed in the hypothalamus and the anterior pituitary. In the anterior pituitary, *CARTPT* is present in corticotrophs, gonadotrophs, lactotrophs and thyrotrophs. *CARTPT* mRNA expression is regulated by corticosterone and corticotropin-releasing hormone (CRH) from the hypothalamus via corticotropin-releasing hormone receptor 1 (CRHR1). Intracerebroventricular injections of *CARTPT* lead to elevated ACTH and corticosterone levels, suggesting that *CARTPT* can activate the hypothalamic–pituitary–adrenal (HPA) axis and may be involved in the processes of the HPA axis, such as the stress response (Mo *et al*. 2015). Similarly, gastrin-releasing peptide (*GRP*) is a neuropeptide that affects AVP and CRH secretion from the hypothalamus and acts directly at the pituitary gland by increasing the effects of AVP and CRH release on corticotrophs (Olsen *et al*. 1992).

### Day 21, 22 and 42: 25 shared enriched genes

Of the 25 shared genes between days 21, 22 and 42, genes related to the extracellular matrix (ECM) were enriched. The ECM organizes and fills the space between cells and is composed of glycosaminoglycans and fibrous proteins such as collagen and elastin. The ECM not only provides support to surrounding cells but also influences proliferation, differentiation and survival (Alberts *et al*. 2002). ECM gene collagen type XI alpha 1 (*COL11A1*) encodes for an alpha chain of a minor fibrillary collagen and is important for extracellular matrix organization and has been associated with cell proliferation and migration (Mio *et al*. 2007, Shen *et al*. 2016). Matrilin-4 (*MATN4*) is in the matrilin family of proteins and is a recently characterized extracellular matrix protein that is expressed in a variety of tissues, including the brain (Wagener *et al*. 2001). The pituitary gland is involved in nervous tissue and endocrine signaling and displays tissue plasticity in response to signals from the hypothalamus. This plasticity is necessary to accommodate the conditions of development (i.e. initiation reproductive maturation), and the ECM is an important component of tissue growth and maintenance throughout life. In addition to enrichment for specific ECM genes, there are also enriched genes involved in cell proliferation and differentiation. Glypican 3 (*GPC3*) interacts with the ECM to influence cell cycle control. *GPC3* is a glypican member within the family of heparin sulfate proteoglycans anchored to the cell surface that interact with extracellular ligands to influence cell processes, like growth, and function during morphogenesis and tissue repair (Bernfield *et al*. 1999). Glypicans are predominately expressed in the central nervous system and have been associated with negative regulation of cell proliferation (Sung *et al*. 2003).

### Enriched transcription factor genes

Transcription factors (TF) control the rate of transcription and are essential to pituitary cell development, differentiation and function (Mizokami *et al*. 2008). Because of their influential functions, transcription factors that may be associated with particular points in development of the pituitary gland were identified. Within the 295 enriched genes shared between days 21 and 22, 14 transcription factors were enriched. Netrin 1 laminin related (*NTN1*) and ventral anterior homeobox 1 (*VAX1*) are both related to axon guidance in the developing nervous system. *NTN1* specifically directs the development and migration of luteinizing hormone-releasing hormone neurons in the forebrain (Schwarting *et al*. 2004). During embryonic development, *VAX1* is responsible for limiting the areas in which fibroblast growth factor 10 (*FGF10*) can induce pituitary-specific development and ensures that only a single pituitary develops (Bharti *et al*. 2011). Paired like homeobox 2B (*PHOX2B*) is critical during embryonic development to regulate neural tube progenitor cells to exit the cell cycle and differentiation to a particular type of neuron (Dubreuil *et al*. 2000). Two transcription factors are associated with neurogenesis (*POU3F1* and *NPAS3*), whereas suppression of tumorigenicity 18 (*ST18*) is uniformly expressed in the brain and is associated with pro-apoptotic and pro-inflammatory functions in fibroblasts (Yang *et al*. 2008). Lastly, two genes are associated with the alpha peptide of glycoprotein hormones (CGA). In humans and mice, Msh Homeobox 1 (*MSX1*) has been associated with CGA expression and is localized in growth hormone and thyroid-stimulating hormone cells of the anterior pituitary (Mizokami *et al*. 2008). LIM Homeobox 2 (*LHX2*) is a transcription factor known to repress the CGA promoter (Susa *et al*. 2006) and has a direct role in the development of the posterior pituitary gland (Davis *et al*. 2010). Several transcription factors normally associated with embryonic development at days 21 and 22 were identified; however, the presence of these genes in post-hatch birds suggests these genes may continue to influence development through axonal guidance (*VAX1*) and limiting the growth of pituitary-related cell types (*NTN1*).

Thirty transcription factors are enriched at day 42 and several are involved in endocrine-related processes. 

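FOXL2 (Entrez 503512, chromosome 9, 5199137 to 5200998) was 0.758 ± 0.378 FPKM (SD, n = 10) at day 22 and 10.2 ± 5.21 (SD, n = 10) at day 42, a log2 fold change of 2.55 (adjusted p = 4.43e-09, limma). NEUROD1 (Entrez 395754, chromosome 7, 13758744 to 13761132) was at most 0.129 FPKM at day 22, with 3 of 10 libraries listed at 0, and 80.1 ± 30.5 at day 42 (6.18, adjusted p = 1.79e-17).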

POU class 1 homeobox 1 (*POU1F1*) is a pituitary-specific transcription factor that is responsible for the activation of *GH*, *PRL* and *TSHB* gene transcription (Pfaffle *et al*. 1993) and is critical for proper pituitary development (Zhu *et al*. 2005). Nuclear receptor subfamily 5 group A member 1 (*NR5A1*) functions in the development of LH- and FSH-expressing cells and T-box 19 (*TBX19*) is restricted to corticotrophs where it binds the POMC promoter and affects the expression of ACTH (Zhu *et al*. 2005). Lim homeobox 3 (*LHX3*) and Forkhead box L2 (*FOXL2*) are associated with positive regulation of the CGA promoter (Susa *et al*. 2006). Neuron differentiation 1 (*NEUROD1*) has been identified as a transcription factor involved in corticotroph differentiation and POMC gene expression (Tani *et al*. 2011). Regulatory factor X6 (*RFX6*) is a newly characterized transcription factor expressed primarily in pancreatic tissues and may regulate pancreatic development. The paralogous gene, regulatory factor X7 (*RFX7*), is also recently characterized in humans and is expressed in several tissues, particularly the brain (Aftab *et al*. 2008) but was not shown to be enriched in our data. It is surprising that a transcription factor most commonly associated with the pancreas (*RFX6*) is present in the pituitary gland at day 42 rather than the paralogous transcription factor normally associated with brain tissue (*RFX7*); however, the brain is an insulin-sensitive organ and perhaps *RFX6* is present in the chicken pituitary gland to assist in insulin-related processes (i.e. insulin receptors, glucose uptake).

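RFX6 (Entrez 421737, chromosome 3, 63117009 to 63151175) was listed at 0 in 3 of 10 libraries of day 22, reached 0.291 FPKM in the highest, library 1526, and was 17.4 ± 8.09 (SD, n = 10) at day 42. The log2 fold change was 3.98 (adjusted p = 7.79e-13, limma), and every library of day 42 lay above every library of day 22. RFX7 was not analysed here.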

Two pituitary enriched transcription factors found in all days, *MYT1* and *NXK2-2*, are both related to oligodendrocyte differentiation, proliferation and maturation. *MYT1* is a DNA-binding protein with an expression pattern that indicates a potential role in regulating oligodendrocyte differentiation. In the developing and adult central nervous system, *MYT1* expression correlates with oligodendrocyte cell growth (Nielsen *et al*. 2004). *NKX2*-*2* is associated with gliogenesis and may play a role in the differentiation of oligodendrocyte progenitor cells (Rousseau *et al*. 2006). The presence of these TFs in all days indicates the need for continued oligodendrocyte proliferation. This proliferation may accommodate new connections between the pituitary gland and other brain regions, specifically the hypothalamus, and may be important for establishing and maintaining the connections within the hypothalamo–pituitary axis. Other neuronal-related TFs independent of those identified at days 21 and 22 were enriched at day 42 (i.e. *CHURC1*, *DMBX1*). These transcription factors should be explored further to determine the temporal relationship as it is possible these TFs are necessary to establish the endocrine-related processes within the pituitary gland. 

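CHURC1 (Entrez 395448, chromosome 5, 162544 to 164049) was 266 ± 65.2 FPKM (SD, n = 15) at day 21 and 254 ± 43.8 (SD, n = 10) at day 22. At day 42 it ranged from 118 to 98453 FPKM, and the mean of 10198 came from library 1011, since it was 391 without that library. No difference between days 22 and 42 passed the threshold (log2 fold change 1.21, adjusted p = 0.195, limma). DMBX1 (Entrez 395271, chromosome 8, 20559899 to 20582855) was listed at 0 in 6 of 10 libraries of day 22, with 0.0648 FPKM in the highest, and was 67.6 ± 29.5 (SD, n = 10) at day 42 (5.84, adjusted p = 1.77e-13).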

TF results also point to a maturation shift from prominently neuronal-related TFs at day 21/22 to endocrine-related TFs at day 42.

In summary, there is a transcriptome focus on nervous tissue development, signaling and maturation at days 21 and 22 post-hatch. By day 42, there is a shift from strictly nervous tissue gene expression toward endocrine-related processes, possibly indicating maturation in preparation for reproduction. The results of this study lead to valuable insight into the genes involved in the pituitary gland at several points in development, particularly related to maturation. Future work aims to utilize fluorescent in situ hybridization techniques to investigate the location of particular mRNA transcripts within the pituitary such as *DIO2* and *RFX6*. Future work should investigate the transcriptomic differences, particularly related to neuronal and endocrine maturation, as a function of age in male broiler chicken pituitary glands by collecting additional time points in future trials. The pituitary gland is a tissue that contains many different cell types and exerts many physiological changes based on the input received from the body and the environment. Whole tissue transcriptomics is informative but cellular transcriptomic changes that may have important physiological impacts may be lost or not as robust. Single-cell transcriptomic data could further elucidate the cellular transcriptomic differences that may influence the development and function of the pituitary gland. Single-cell transcriptome analysis would allow for identification of more prevalent cell types and the transcriptomic changes throughout development.

## Supplementary data

This is linked to the online version of the paper at http://dx.doi.org/10.1530/JME-16-0186.

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This project was supported by Agriculture and Food Research Initiative Competitive Grant 2011-67003-30228 from the United States Department of Agriculture National Institute of Food and Agriculture.

## Author contribution statement

E M P, C J S and S J L conceived and designed the experiments. E M P and C J S performed the experiments. E M P and C J S analyzed the data. E M P, C J S and S J L contributed reagents/materials/analysis tools. E M P wrote the paper.

How the deposited data were processed for this re-analysis (not part of the article)

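Whole pituitary glands of individual male Ross broilers were measured by RNA-seq, with Illumina stranded libraries on a HiSeq 2500. The paper reports on 35 control birds of days 21, 22 and 42. The labels give 100 samples, of which 98 have a column of values: 15 control birds at day 21, 10 control and 13 heat-stressed at day 22, 6 and 5 at day 26, 6 and 6 at day 32, 5 and 5 at day 40, and 10 and 17 at day 42. A label of day 40 was kept, although the study design names other days. Of the columns, 3 matched no labelled sample and were left out, and 2 samples had no column.

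The authors aligned the reads to the Gallus gallus version 4 genome (galGal4) with Bowtie and Tophat and counted them with Cufflinks. The deposited values are FPKM, 1 table per day, with 1 column per bird. The paper's text names no version of these tools and no scaling of libraries to each other, and it does not say which genes a table leaves out. Tables were joined by gene symbol, no symbol occurred on more than 1 line of a table, and 18685 genes were listed in at least 1 table, 9881 of them in all 6. The day 42 table had 16 missing values, all in control library 1417. Library numbers fall into 4 ranges, which are below 1100, 1200 to 1400, 1400 to 1500, and 1500 and above, and were used as technical groups.

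Reads per library were not used here, so no interval for counting error was computed. The relative depth of a library was taken from the smallest steps between its low values. Over all libraries of day 42 it went from 0.0454 to 1 of the deepest library. The median sum of FPKM per library was 267304 at day 21, 263433 at day 22 and 451971 in day 42 controls.

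FPKM were transformed to log2(FPKM + 1) and compared with limma 3.58.1 in R 4.3.3, with a mean trend in the empirical Bayes step, for genes with a mean of at least 1 FPKM over the compared libraries. Only the libraries of the 2 compared groups entered a fit. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and, between days, a change of at least 2-fold. Folds of single genes are ratios of mean FPKM. Permutation tests used 100000 resamples, and 10000 for EEF1A1 between ranges of library numbers. Gene lists were compared with 10000 random lists of genes with similar mean FPKM, and counts of genes with 100 splits of the same libraries. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

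The fit was tested on simulated data. With 5 libraries per group and 200 of 7884 genes changed 4-fold, 82% were recovered. With 10 per group and 7913 genes, 90.5% were recovered under the 2-fold minimum. With no gene changed, there were 0 calls at either size.

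Named genes were set by a rule fixed at the start: every gene that the paper names, every gene of the marker lists, the 5 largest rises and falls between days 22 and 42 among genes whose groups did not overlap, and for each heat comparison the 3 genes with the smallest adjusted p. A part of these genes is not reported here. The marker lists cover hormones, other genes of the anterior lobe, myelin, astroglia, neurohypophysis, neurons, hypothalamic peptides, pineal gland, housekeeping and heat shock. The hormones were taken from the paper and the other lists were written before any values were seen.

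The alternatives were a pseudocount of 0.1, no filter on low values, rescaling of each library to the median gene, TPM (log2 of FPKM rescaled to the same total in every library), no minimum fold change, a Wilcoxon rank-sum test per gene, ratios of medians or geometric means, heat-stressed birds added to the controls, the range of library numbers as a covariate, and leaving out each library in groups of up to 6. Fits on libraries of 1 number range, and the range as a covariate between days 22 and 42, were added later. The other tissues that the paper used for relative expression, the qRT-PCR and the enrichment of ontology terms and pathways were not analysed here.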

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

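Tests of the explanations below were chosen after the results were seen, apart from the comparison of number ranges at day 42. A library lying far from the others of its group was searched for in 193 groups of 5 to 10 libraries, 113 of single genes and 80 of marker lists. Chance gives 1 in 20, or 9.65 groups, and 39 were found, 10 of them in library 1012, 8 in 1552 and 5 in 1420.

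Day 42 control library 1012 lay below the other 9 in CGA (2806 FPKM against 16262 to 56961), FSHB (10.9 against 94.5 to 895), CD59 (11.7 against 36.9 to 86.4), GRM7 (0.478 against 1.19 to 1.79), CHL1 (0.943 against 3.85 to 12.5), POU1F1 (40.1 against 129 to 324), ISL1 (5.88 against 13.003 to 27.4) and DMBX1 (7.38 against 47.6 to 112). It was also lowest in the mean log2(FPKM + 1) of the anterior lobe genes that encode no hormone (4.85 against 5.90 to 6.63) and of the heat shock genes (4.41 against 5.98 to 6.75). Lower depth is argued against, since 2 of the day 42 control libraries had a lower relative depth than its 0.460 and lay within the group. The share taken by a few abundant genes is argued against as the whole cause. In this library 10 genes held 48.7% of all FPKM (median of the controls 41.2%), which lowers all others to 0.872 of their level, while its median gene was at 0.322 of the geometric mean over the 10 libraries and 6709 genes reached 1 FPKM. In library 1011 the 10 genes held 54.0%, yet its median gene was at 0.992 and 8893 genes reached 1 FPKM. After rescaling to the median gene, 0 of the 10 items had library 1012 apart, which is consistent with a library-wide factor on most genes. The source of that factor stays open, and no biological explanation was tested.

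Library 1420 lay above the other day 42 controls in EGF (5.77 FPKM, others up to 0.747) and GRM3 (1.32, others up to 0.362), and in the means of the myelin (2.13 against 0.96 to 1.55), astroglia (3.25 against 1.25 to 2.31) and hypothalamic peptide lists (2.5005 against 0.61 to 0.88). Carry-over of transcripts from libraries of days 21 to 40 is argued against as the whole cause. Such carry-over brings every abundant gene in proportion, yet the median excess was 0.0994% of the level at days 21 to 40 over 10 myelin genes and 98.1% over 4 hypothalamic peptide genes. A candidate explanation is a small share of hypothalamic tissue in this gland, since the hypothalamic peptide list, at 2.5005, was the highest of the group. Its most abundant genes in library 1420 were NPY at 200.1 FPKM (others 21.5 to 80.2), SST at 58.7 (others up to 1.17) and GHRH at 18.5 (others up to 1.73), and AGRP and OXT were above the others as well. TRH, CRH, HCRT and PMCH lay within the range of the others and AVP (1.949 against up to 1.943) was barely above it, which goes against tissue with all of these peptides. That the list itself was among the results found weakens the test, and 0 of its 11 genes were picked by the study. Whether the birds differed was not tested.

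Day 22 control library 1552 lay below the other 9 in NFASC (101 FPKM against 138 to 178), SLIT1 (0 against 8.85 to 17.8), SIX6 (21.0 against 42.2 to 67.1), SOX3 (2.71 against 4.66 to 6.51) and NTN1 (0.701 against 7.12 to 19.9), and above them in GRM3 (114 against 29.6 to 53.8). It was lowest in the means of the astroglia (5.50 against 6.13 to 6.48) and neurohypophysis lists (1.86 against 2.52 to 3.27). Its relative depth of 0.507 was the lowest of the group, next to 0.660. Lower depth as a factor common to all genes is argued against, since the genes went both ways. GRM3 and HDAC11 (159 FPKM against 57.6 to 103) were above the others, while NFASC, SIX6 and NTN1 were below. Another effect of lower depth and a difference of the gland cannot be told apart here, because only 1 library of this day was as shallow.

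Library 1526 of the day 22 controls lay above the others in TSHB (11.5 FPKM, with 7 of the others at 0), RFX6 (0.291) and LOC101750727 (10741, with the other 9 at 0), and library 1011 of day 42 in CHURC1 (98453 FPKM, next highest 1019). Genes of which 1 day 42 control library held over 20 times the FPKM of every other numbered 5 among those with at least 100 FPKM in a library (ANAPC4, CHURC1, MIR142, MIR1710 and MIR1704, chosen after their values were seen). Of the 5, 20% (MIR1704) overlapped the locus of another gene, against 13.4% of the other 696 (Fisher's exact test, p = 0.514). CHURC1, ANAPC4, MIR142 and MIR1710 overlapped no other gene, which argues against overlapping loci as the cause for them. For MIR1704 the cause stays open. At day 22, 13 such genes were found, among them LOC101750727. Of these, 30.8% overlapped another gene, against 15.3% of the others (Fisher's exact test, p = 0.129), and LOC101750727 did not. No biological explanation was tested. LRRTM1, whose locus overlaps CTNNA2, was listed at 0 in day 22 library 1553 alone. Library 1432 was highest at day 22 in GLDN (6.71 FPKM) and GNRHR (0.0913), library 993 at day 42 in PAX6 (80.2 against 35.4 to 50.7).

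Lists with 1 library apart on other days were the following, as means of log2(FPKM + 1). The pineal list was highest in day 22 control library 1437 (0.30 against 0.09 to 0.16), day 26 control library 1514 (1.34 against 0.11 to 0.22) and day 40 control library 1579 (3.94 against 0.09 to 0.28). In library 1579 this came from TPH1 at 82.5 FPKM, ASMT at 39.1 and AANAT at 13.2, each under 1 FPKM in the other 4 controls, and the list holds 0 genes picked by the study. No further test of its source was made. Day 40 control library 1516 was highest in the myelin list (8.38 against 7.92 to 8.03), through ERMN and PLLP, and lowest in the heat shock list (6.18 against 6.38 to 6.46). Day 32 heat-stressed library 1276 was lowest in the astroglia list (5.88 against 6.66 to 6.99). For these lists neither a technical nor a biological explanation was tested.

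The housekeeping list was highest in day 40 control library 1279 (7.71 against 7.04 to 7.17) and day 40 heat-stressed library 1278 (7.78 against 7.02 to 7.19), which are the only libraries of that day numbered below 1500. EEF1A1 was 824 and 1120 FPKM in these libraries and 37.7 to 106 in the others. On days 21, 22 and 26, EEF1A1 also had a higher median in libraries numbered 1200 to 1400 (1154 FPKM, n = 6) than in those numbered 1500 and above (66.9, n = 37), with a permutation p of 1e-04 within days, the smallest that 10000 resamples can give. This is in line with a difference between ranges of library numbers, and the heat treatment does not separate the libraries. In library 1278 the other genes of the list, except HPRT1, lay within the range of the remaining heat-stressed libraries. In library 1279 RPS6 (857 FPKM) and PPIA (1131) lay below the other 4 controls and TBP (15.2) and HPRT1 (15.8) above them.

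Heat-stressed birds, which the paper does not analyse, differed from controls of the same day in 11 genes at day 22 (10 higher and 1 lower of 8256 tested, 407 at an unadjusted p under 0.05) and in 53 genes at day 26 (46 higher and 7 lower of 9079, 1245 unadjusted). Of 100 splits of the same libraries, 2 gave as many genes at day 22 and 1 at day 26, the real split included. At days 32, 40 and 42 there were 0 genes, with 609, 416 and 242 at an unadjusted p under 0.05. Splits of the libraries cannot test these counts, since each of the 100 gives at least 0. The labels name a time in hours at days 26 and 32, a week at day 40 and no time at days 22 and 42. Age and the length of heat therefore cannot be told apart in these counts. A difference of the heat effect between days 22 and 42 was tested directly and found in 0 of 8288 genes (159 unadjusted), where splits decide nothing for the same reason. At day 22 the smallest adjusted p were those of CIRBP (343 ± 40.1 FPKM in 10 controls and 231 ± 29.4 in 13 heat-stressed birds, log2 fold change -0.57, adjusted p = 0.00177, limma), HSPA2 (1.28) and HSP90AA1 (0.80). At day 26 they were those of FNIP1 (2.41 ± 0.531 FPKM in 6 controls and 11.3 ± 1.42 in 5 heat-stressed birds, 1.86, adjusted p = 0.000194, limma), KDELR3 (2.28) and C8ORF4 (-1.05). All libraries of one group lay above all of the other in 283 genes at day 26, where chance gives 0.433%.

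The heat shock list had a median log2 fold change of heat-stressed over control birds of 0.58 at day 22, 1.20 at day 26, -0.01 at day 32, 0.10 at day 40 and 0.46 at day 42. These days also differ in the time that the labels name, so the values are no measure of age alone. A difference between ranges of library numbers is argued against as the cause at days 22 and 26, since the medians were 0.69 and 1.495 among libraries numbered 1500 and above alone. At day 42 the ranges did differ, in 61 of 9215 genes with the treatment as a covariate (2491 unadjusted), and 3 of 100 permutations gave as many, while 0 genes differed between treatments (196 unadjusted). The response of the heat shock genes at days 22 and 26 stays a hypothesis of a biological effect of heat, found and tested on the same birds.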

How the results depend on the processing

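The alternatives were fixed before the data were examined, except for the splits of libraries, the fits on libraries of 1 number range and the fit of days 22 and 42 with the range of library numbers as a covariate. No paired analysis was possible because each library number occurs once. The alternative that keeps the line with the highest mean of a repeated gene changes nothing, since no gene symbol was repeated. Where the cause of a change is not given below, the cause was not tested.

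The folds of GH, PRL, CGA, TSHB, FSHB, POMC, HDAC11 and CD59 kept their direction under all alternatives that gave a value, with permutation p of 5e-05 or lower where a test was run. Over the alternatives fixed at the start, PRL ranged from 1662 to 4075, CGA from 960.0 to 35964 and TSHB from 1504 to 3053. With libraries numbered 1400 to 1500 alone (2 against 6), chosen after the values were seen, the folds were 999 for GH, 654 for PRL, 1248 for CGA, 1521 for FSHB and 700.0 for POMC, and TSHB gave none. With the 8 day 22 libraries numbered 1500 and above, PRL, whose day 22 mean was then near 0, reached 234060.0.

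With a pseudocount of 0.1 the median log2 fold changes grew to 5.093 for the genes of Table 3, to -3.66 for those of Table 2 and to -3.49 for the transcription factors of days 21 and 22 and 5.82 for those of day 42, since a smaller pseudocount widens changes of genes with few FPKM. Under TPM they were -3.68, 4.38 for the factors of day 42, -3.39 for those of days 21 and 22 and -0.77 for Table 4, with a median of all genes of -0.77. For Table 4 the rescaling to the median gene gave 0.0175, a reversed sign.

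Without a minimum fold change, 1764 genes were higher and 2640 lower at day 42 than at day 22, and 2014 higher and 2968 lower than at day 21. TPM gave 3747 lower than at day 22 and 3705 lower than at day 21. With the range of library numbers as a covariate, an alternative added after the data were seen, 1072 genes were lower and 982 higher at day 42 than at day 22, of which 993 and 735 were also called without it, with 0 in the opposite direction. Of 100 splits of the same libraries, 1 gave as many genes between days 22 and 42, 1 between days 21 and 42 and 2 between days 21 and 22, the real split included.

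Between days 21 and 22 the count of higher genes was 1 without the filter on low values, 1 after rescaling to the median gene, 9 under TPM, 14 with no minimum fold change and 1 by the Wilcoxon rank-sum test. Lower genes rose to 6 with no minimum fold change. Among libraries numbered 1500 and above, a choice made later, there were 6 higher and 7 lower.

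For heat-stressed against control birds at day 22, the 11 genes became 1 without the filter, 5 after rescaling to the median gene, 1 under TPM, 1 with the range of library numbers as a covariate, 1 among libraries numbered 1500 and above (chosen later) and 7 by the Wilcoxon test. At day 26 the 53 genes became 28 after rescaling, 23 under TPM, 6 with the covariate and 5 among libraries numbered 1500 and above. The Wilcoxon test gave 0, because the smallest p that 6 against 5 libraries allow is 0.00433. Leaving out each library in turn gave 17 to 45 genes at day 26, with 17 without heat-stressed library 1313 or 1511, and 0 to 1 at day 40, with 1 without control library 1579 or heat-stressed library 1515.

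Of the 145 named genes, the sign of the log2 fold change of day 42 over day 22 reversed under TPM for DIO2 (-0.32), COL11A1 (-0.49), SORCS1 (-0.54) and UMODL1 (-0.14). After rescaling to the median gene it reversed for ADIRF (0.14), CASR (0.0820), FAM135B (0.12), MYT1 (0.0119), SIX6 (0.0175) and EPHA2 (0.0103). Under TPM another 11 passed the threshold and 1 no longer did, after rescaling 1 did and 3 did not, and with a pseudocount of 0.1, 2 did and 1 did not. Without the filter all 145 stayed on the same side.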

Differences from the paper's values

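Of 86 values that the paper states and that were also computed, 71 were within 1% of the paper's value, 83 within 5% and 86 within 10%. The largest ratio was 1.097, for the mean FPKM of MOV10L1. No value differed by more than the spread between libraries and 1.5 times.

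The paper lists SYNDIG1, RELN and LRRTM1 as enriched at day 21 and GLDN as uniquely enriched at day 22, from comparisons with other tissues that were not repeated here. In the direct comparison of days 21 and 22, their log2 fold changes were -0.45 (SYNDIG1, adjusted p = 0.535), 0.29 (RELN, adjusted p = 0.785), -0.25 (LRRTM1, adjusted p = 0.778) and 0.03 (GLDN, adjusted p = 0.980). HDAC11 and CD59, for which the paper states high means at both days, had adjusted p of 0.902 and 0.976 between these days. CHURC1, which the paper names among the transcription factors of day 42, had no difference between days 22 and 42 past the threshold (log2 fold change 1.21, adjusted p = 0.195, and 0.132 to 0.517 over the alternatives).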

Other observations

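Apart from the tests of anterior lobe genes, of the days between 22 and 42 and of rescaling, tests in this part were chosen after the results were seen.

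The rise of the hormone genes from day 22 to day 42 came with a rise of other genes of the anterior lobe. Of 22 such genes that encode no hormone, 18 were tested, with a median log2 fold change of 4.44 and 17 higher at day 42. The hormone list itself had a median of 11.89. The study picked 14 of the 22 genes and all 6 hormones from these libraries, so these lists are not independent of it. Ratios of mean FPKM were 3604 for GHRHR, 4567 for GNRHR and 1718 for POU1F1. The day 22 mean of GNRHR was 0.0118 FPKM, and 0.00292 without library 1432, so its ratio rests on values near the lower end of the scale. Myelin genes had a median of -7.27 (6 tested, 5 lower) and astroglia genes of -3.01 (4 tested, 4 lower), and the study picked 3 of 16 and 2 of 9 of these. The neurohypophysis (-0.24, 2 higher and 2 lower of 7) and neuron lists (0.07, 3 and 3 of 9) went both ways and decide nothing, against that part of the prediction. Of 11 hypothalamic peptide genes 3 were tested, with a median of 0.94 (0 higher and 1 lower), which does not describe the whole list. Mean FPKM over days 21 to 40 was 1316 for AVP and 27.5 for OXT. The medians of day 42 controls other than library 1420 were 0.0765 and 0.0421. NPY (48.6 against 37.5) changed less, and GHRH (0.424 against 0.689) went the other way. The pineal list had a median of 0.84 (1 tested, not past the threshold), housekeeping genes 0.03 (6 tested, 1 higher and 0 lower) and heat shock genes -0.33 (15 tested, 2 higher and 3 lower).

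FPKM composition, with abundant hormone transcripts taking the share of other genes, is argued against for both directions. After rescaling to the median gene the smallest fold of a hormone gene was 1831 and the median log2 fold change of the myelin genes was -7.09. Gradual maturation between days 22 and 42 is argued against as well, as far as the label of day 40 holds. The study design names no day 40, and without it the last day before day 42 is day 32. The largest mean of a hormone gene at days 26, 32 and 40 was 1.09% of its day 42 mean, for CGA at day 32. That mean of 319 FPKM was 81.7 without library 1309. On the log2 scale of the mean FPKM + 1, CGA had covered 38.8% of its rise at day 32, TSHB 21.1% and POMC 15.9%. At day 40 these means lay below day 22, at -18.3% for CGA, -13.3% for PRL, -10.0% for POMC, -7.89% for GH and -0.721% for FSHB. Medians instead rose from day 22 to day 40 for CGA (0.802 to 2.11 FPKM) and POMC (0.924 to 6.56). The median of GH fell from 14.7 to 13.8, and those of PRL and FSHB were 0 on both days. A drop of CGA and POMC below day 22 is therefore seen in the means alone. For TSHB, day 40 was not analysed. A difference between ranges of library numbers is argued against as the whole cause for days 22 and 42. Among libraries numbered 1400 to 1500 (2 of day 22 and 6 of day 42) the smallest fold of a hormone gene was 654, for PRL, with no ratio for TSHB, and the 2 days did not overlap in any of the 6 hormone genes. The myelin genes had a median log2 fold change of -6.75 there, with 5 of 6 apart. Days 21 and 42 share no range among their control libraries. Among libraries numbered 1200 to 1400, 2 heat-stressed birds of day 42 against 2 controls of day 21, the smallest fold was 1931 (POMC, of 5 hormone genes tested) and the median log2 fold change of 5 myelin genes was -6.10, with the days apart in all 10 genes, so the range is argued against as the whole cause here too. Below 1100 the hormone genes held at most 0.0454% of all FPKM in 3 controls of day 26 and at least 21.9% in 14 libraries of day 42. In myelin genes the control glands of days 26 to 40 were near day 22 and far from day 42. CLDN11 was 931 FPKM at day 22, 1139 at day 26, 1291 at day 32, 978 at day 40 and 5.11 at day 42, and MBP was 44015 at day 26, 29745 at day 32 and 17.0 at day 42. A lower share of anterior lobe tissue in the glands of days 21 to 40 than of day 42 would fit the median of 4.44 and stays open. A change of the cells between days 40 and 42, or after day 32 if the label of day 40 is wrong, stays open too.

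PRL was higher in libraries of days 21 to 40 numbered within 5 of a day 42 library (median 10.3 FPKM, n = 8, 0.0985% of the day 42 mean) than in the other libraries (median 0, n = 63, of which 39 were listed at 0). The permutation p was 1e-05, the smallest that the resamples can give. A difference between days or treatments is argued against, since p was 6e-05 when near and far libraries were compared within the same day and treatment (8 near and 19 far). A small carry-over between libraries with neighbouring numbers may explain these values, although the far libraries reached 24.1 FPKM. GH (permutation p = 0.00022, and 6e-05 within day and treatment), POMC (0.00064 and 0.00809) and FSHB (1e-05 and 0.00058) went the same way. CGA (0.0688 and 0.325) and TSHB (0.578 and 0.653) did not pass 0.05, and TSHB was listed at 0 in near libraries 1431, 1432 and 1437, which goes against carry-over as the explanation for every hormone gene. In the other direction, MBP and CLDN11 at day 42 decide nothing. All 7 near libraries were heat-stressed, and among the 17 heat-stressed libraries p was 0.144 for MBP and 0.0732 for CLDN11.

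CGA ranged from 0.594 to 130 FPKM between the 15 control glands of day 21. Across them log2(FPKM + 1) of CGA correlated with LHX3 (Pearson r = 0.90, permutation p = 5e-05, adjusted over 14 relations 0.000233, Spearman rho = 0.84, permutation p = 2e-04, r = 0.87 without the 2 farthest libraries, r = 0.91 among the 13 numbered 1500 and above) and not with GH (r = -0.49, permutation p = 0.0597, adjusted 0.0929, rho = -0.26, permutation p = 0.346, -0.44 without the 2 farthest). The value of -0.49 argues against carry-over from day 42 libraries, in which GH is abundant. A varying small share of cells with CGA and LHX3 and little GH may explain it, since r was 0.90. Within day 22 (n = 10) r was 0.94 for LHX3 and 0.51 for GH (permutation p = 0.123). For POMC, also abundant at day 42, r was 0.82 at day 22 (permutation p = 0.00846, adjusted 0.0148, rho = 0.49, permutation p = 0.155). At day 21 it was 0.08 (permutation p = 0.775). Carry-over is therefore not argued against at day 22.

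Of genes with a median of at least 10 FPKM, 93 at day 22 were listed at 0 in some libraries and at 10 FPKM or more in all others. Of these, 32.3% overlapped the locus of another gene, against 14.4% of the 3789 genes without a 0 (Fisher's exact test, p = 1.87e-05). At day 42, 56 genes did so, with 23.2% against 14.2% (p = 0.0802), but library 984 of the heat-stressed birds, the shallowest with a relative depth of 0.0454, was at 0 in 40 of them and the other 26 libraries in 1 to 7 each. Without it 20 genes did so, with 35.0% against 14.4% (p = 0.0179). On other days, 35.7% of such genes overlapped at day 21, 32.1% at day 26 and 37.5% at day 40 (Fisher's exact test, p of 1.12e-05 or lower). Day 32 showed no clear excess, with 18.5% of 27 genes against 14.7% (p = 0.584). Overlapping loci may therefore account for part of these values, which day 32 did not show. Lower depth stays open, above all for library 984. Across the 27 day 42 libraries depth and the number of such genes had r = -0.58 (permutation p = 0.0228, rho = -0.01, permutation p = 0.944), and 0.05 without library 984 (permutation p = 0.794). Across the 23 libraries of day 22 r was -0.32 (permutation p = 0.136).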
